# Impact of Copper on the Physiology and Transcriptome of *Methylosinus Trichosporium* OB3b Grown on Either Methane or Methanol

**DOI:** 10.1111/1462-2920.70245

**Published:** 2026-01-16

**Authors:** Peng Peng, Jeremy D. Semrau

## Abstract

*Methylosinus trichosporium* OB3b is a model methanotroph that converts methane to CO_2_ with methanol, formaldehyde, and formate as intermediates. Here we show that copper has a significant impact on the ability of *Msn. trichosporium* OB3b to grow on methanol, that is, growth consistently occurred on methanol in the absence of copper but not in its presence. Growth on methanol in the presence of copper, however, occurred in the presence of MOPS buffer that stabilized pH. Examination of transcriptome profiles, NADH/NAD ratios, and formate production indicates that growth disruption in the presence of copper was likely caused by a confluence of (1) overgeneration of reducing power from methanol oxidation; (2) formate accumulation leading to acidification of the growth medium and inactivation of formate dehydrogenase; and (3) lack of expression of oxidative stress defence genes. Finally, transcriptomic analysis showed that expression of two putative siderophore gene clusters (one on a plasmid and the other on the chromosome) was significantly controlled by both the availability of copper as well as growth substrate (i.e., methane vs. methanol). Specifically, the presence of methanol and copper significantly repressed the expression of these siderophore gene clusters, suggesting that these metallophores play a key role in facilitating methanotrophic growth.

## 1 Introduction

Aerobic methanotrophs are a group of microbes that can use methane as their sole carbon and energy source (Semrau et al. 2010). These microbes oxidize methane to CO_2_ with methanol, formaldehyde, and formic acid as key intermediates as shown in Figure 1 (Semrau et al. 2010, 2018; Kalyuzhnaya et al. 2019). The first step of methane oxidation, the conversion of methane to methanol, is catalysed by the methane monooxygenase (MMO). Two forms of methane monooxygenase are known to exist, that is, the membrane‐bound or particulate methane monooxygenase (pMMO) and the cytoplasmic or soluble methane monooxygenase (sMMO) (Colby et al. 1977; Nguyen et al. 1994; Choi et al. 2003; Banerjee et al. 2019; Koo and Rosenzweig 2021; Tucci and Rosenzweig 2024). pMMO is used by most aerobic methanotrophs and its activity is strongly dependent on copper (Nguyen et al. 1994, 1998; Lieberman and Rosenzweig 2005; Martinho et al. 2007; Balasubramanian et al. 2010; Semrau et al. 2018; Kalyuzhnaya et al. 2019). A small number of characterized methanotrophs have both pMMO and sMMO (Banerjee et al. 2019), and in these methanotrophs, the expression and activity of the two forms of MMO are also dependent on copper. That is, sMMO expression/activity is only observed in the absence of copper, while pMMO expression/activity increases with increasing copper (Stanley et al. 1983; Burrows et al. 1984; Choi et al. 2003). The product of MMO‐catalysed methane oxidation, methanol, is further oxidized to formaldehyde by methanol dehydrogenase (MeDH) that also has two forms—the calcium‐dependent MxaF and lanthanum/cerium‐dependent XoxF. Formaldehyde can be used as the initial substrate for carbon assimilation via the ribulose monophosphate (RuMP) pathway or combined with tetrahydrofolate (H_4_F) to enter the serine cycle. Formaldehyde can also be oxidized to formate via the tetrahydromethanopterin (MPT) pathway. Formate is then oxidized to CO_2_ to generate reducing equivalents or through a multi‐step process can be converted to methylene tetrahydrofolate, eventually entering the serine cycle for carbon assimilation (Semrau et al. 2010) (Figure 1).

**FIGURE 1:**
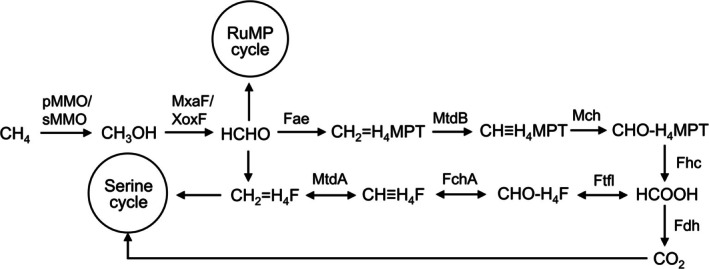
General methane metabolic pathway in aerobic methanotrophs and the enzymes involved. Fae, formaldehyde activating enzyme; FchA, methenyltetrahydrofolate cyclohydrolase; Fdh, formate dehydrogenase; Fhc, tetrahydromethanopterin formyltransferase; Ftfl, formatetetrahydrofolate ligase; Mch, methenyltetrahydromethanopterin cyclohydrolase; MtdA, NADP‐dependent methylenetetrahydrofolate dehydrogenase; MtdB, methylene tetrahydrofolate dehydrogenase; MxaF/XoxF, calcium/lanthanum‐dependent methanol dehydrogenase; pMMO/sMMO, Particulate/soluble methane monooxygenase.

As methanol is the immediate product of methane oxidation, it would seem trivial for methanotrophs to utilize methanol as their sole carbon and energy source. Indeed, one could speculate that using methanol as a carbon source as opposed to methane would be more advantageous as methanol would liberate more electrons that could be used to generate a proton motive force for ATP production. That is, four net electrons are released from the oxidation of methane to carbon dioxide, while six net electrons are released from the oxidation of methanol to carbon dioxide. More specifically, oxidation of methane to methanol with concomitant reduction of dioxygen requires four electrons, two that come from carbon in methane and two from an exogenous reductant. It is well known that the exogenous reductant used by sMMO is NADH, while for pMMO there are currently three competing models where electrons are transferred from the methanol dehydrogenase in some fashion, that is, either directly (direct coupling), via a series of cytochromes (redox‐arm), or via ubiquinone (uphill electron transfer) with varying amounts of evidence supporting each pathway (Choi et al. 2003; Banerjee et al. 2019; Tucci and Rosenzweig 2024).

Many described methanotrophs have been reported to be able to use methanol as a sole carbon and energy source (Table S1). However, the physiology and metabolism of methanol‐grown methanotrophs can be very different than when grown on methane. For example, when *Methylotuvimicrobium alcaliphilum* 20Z was grown on methanol, significant formate accumulation (34 mM, ~25% of the methanol consumed) was observed, but such formate accumulation was not detected when this strain was grown on methane (Nguyen et al. 2020). In addition, the C_1_‐carbon assimilation pathway in *Mtv. alcaliphilum* 20Z is different when grown on methane versus methanol. That is, methane‐grown cells were found to use the RuMP cycle along with Embden‐Meyerhof‐Parnas (EMP) and Entner–Doudoroff (ED) pathways for carbon assimilation, while methanol‐grown cells used the RuMP cycle along with the EMP pathway and serine cycle for carbon assimilation (Nguyen et al. 2020). Such metabolic shift leads to more electron consumption as the serine cycle consumes more reducing equivalents than the RuMP pathway (Anthony 1982). A similar physiological change (i.e., formate accumulation) and metabolic shift (i.e., increased carbon flux through the serine cycle) were also observed in *Methylomicrobium buryatense* 5GB1 when this methanotroph was grown on methanol versus methane (Fu et al. 2019).

On the other hand, some methanotrophs exhibit poor growth on methanol for example, *Methylocystis* sp. Rockwell, *Methylobacter tundripaludum* SV96, *Methylosinus trichosporium* OB3b (Wartiainen et al. 2006; Tays et al. 2018) (Table S1). Moreover, some methanotrophs, that is, of the *Methylocystis*, *Methylomonas*, and *Methylocaldum* genera (Table S1), cannot grow on methanol. The reason for the inhibition/lack of growth with methanol in these methanotrophs is as yet unclear but it should be noted that these strains span a broad range of phylogenetic and functional diversity (e.g., representation of both Alpha‐ or Gamma‐proteobacteria, ability to express the RuMP and/or serine cycle for carbon assimilation, as well as variable ability to express sMMO).

Although copper is well‐known to affect the physiology of aerobic methanotrophs, the combined impact of copper and growth substrate (i.e., methane vs. methanol), to the best of our knowledge, has yet to be examined. To consider the possibility of compounded effects of copper and growth substrate on methanotrophic physiology, we chose to examine *Msn. trichosporium* OB3b for several reasons: (1) *Msn. trichosporium* OB3b is perhaps the best‐characterized methanotroph, and findings here can be compared to a wealth of existing data, (2) *Msn. trichosporium* OB3b has been reported to use methanol as well as methane as a growth substrate (Farhan Ul Haque et al. 2017; Tays et al. 2018), (3) unlike *Mtv. alcaliphilum* 20Z and *Mmc. buryatense* 5GB1 that are type I methanotrophs belonging to Gamma‐proteobacteria, *Msn. trichosporium* OB3b is a type II methanotroph of the Alpha‐proteobacteria that has only the serine cycle (Matsen et al. 2013; Yang et al. 2013), simplifying examination of how carbon source affects carbon assimilation, (4) copper has a significant impact on the physiology and methane metabolism in *Msn. trichosporium* OB3b as it can express both pMMO and sMMO (Gu and Semrau 2017; Peng et al. 2023), and (5) transcriptional analyses show expression of genes involved in methanol oxidation and carbon assimilation decrease when *Msn. trichosporium* OB3b is grown on methanol versus methane (Farhan Ul Haque et al. 2017).

There is no information, however, about the impact of growth substrate (methane vs. methanol) in the presence or absence of copper on the carbon flux, metabolism, and general transcriptome of *Msn. trichosporium* OB3b. Knowledge of these aspects is of significant value as *Msn. trichosporium* OB3b is a promising platform for biosynthesis of many valuable chemicals. For example, as *Msn. trichosporium* OB3b can grow on either methanol or methane, it is an attractive strategy for methanol‐based biosynthesis of valuable compounds such as methanobactin that has significant potential as a therapeutic agent to treat Wilson Disease (Müller et al. 2018; Einer et al. 2023; Peng et al. 2024). Indeed, the addition of methanol is easier, safer, and often more cost‐efficient than using methane. For instance, methanol can be more easily added as a liquid versus methane, which must be added as a gas; methane is explosive at atmospheric concentrations between 5% and 15% (v/v), while methanol concentrations in water must be greater than 20% v/v to be flammable (typical methanol concentrations used for methanotrophic growth are on the order of 5% v/v or less (Gu and Semrau 2017)), and the cost of HPLC grade methanol (purity > 99%) is about 50% of the cost of high purity (99.99%) methane (in equimolar amounts).

Further, despite some insights provided with the examination of *Mtv. alcaliphilum* 20Z and *Mmc. buryatense* 5GB1, there is still a general knowledge gap regarding methanol metabolism in methanotrophs. For example, why are some methanotrophs unable to grow on methanol (Table S1)? For methanotrophs that have been shown to grow on methanol, are there any cumulative toxic effects from doing so (e.g., buildup of formate) that ultimately inhibit growth? Does copper have an impact on methanol metabolism in methanotrophs? Here, we address these questions by investigating the impact of copper on the physiology and transcriptome of *Msn. trichosporium* OB3b grown with methanol versus methane.

## 2 Materials and Methods

### 2.1 Growth Conditions

*Msn. trichosporium* OB3b was grown in nitrate mineral salt (NMS) medium (Whittenbury et al. 1970) or NMS medium without Fe‐EDTA (iron‐limited NMS medium) with or without copper (1 μM as CuCl_2_) and/or a buffer to control pH that does not change copper speciation (20 mM 3‐(N‐morpholino)propanesulfonic acid (MOPS)) (Mash et al. 2003). Methane and air were added at a methane‐to‐air ratio of 1:2. Cultures were incubated in the dark at 30°C. When methanol was used as the carbon source, HPLC grade methanol (> 99%) was added to NMS medium at a concentration of 0.25% (v/v). Liquid cultures were grown in 250‐ml sidearm Erlenmeyer flasks with 20 mL NMS medium with shaking at 200 rpm. Growth was monitored non‐invasively by using the side arm to measure the optical density at 600 nm (OD_600_) with a Genesys 20 visible spectrophotometer (Spectronic Unicam, Waltham, MA). Triplicate biological cultures were prepared for all experimental conditions.

### 2.2 RNA Extraction, Sequencing, and Data Analysis

RNA was extracted from active growing cultures at middle to late exponential phase. RNA extraction was performed with a bead‐beating procedure followed by column purification using an RNeasy Mini Kit (Qiagen, Hilden, Germany) as described before (Peng et al. 2017). Genomic DNA was removed from the column with RNase‐free DNase (Qiagen, Hilden, Germany) treatment. Purified RNA was quantified using a NanoDrop 1000 Spectrophotometer (Thermo Scientific, Wilmington, DE).

RNA libraries were prepared and paired‐end sequenced on the NovaSeq system at the Advanced Genomics Core at the University of Michigan. Read quality was assessed with FastQC and the adapter sequence was removed using Cutadapt (Martin 2011). Total reads of the collected cDNA ranged from 6.8 × 10^7^ to 1.1 × 10^8^ per sample, with 66%–92% of reads assigned to protein encoding regions of the genome of *Msn. trichosporium* OB3b (Table S2). Reads were mapped against the reference genome of *Msn. trichosporium* OB3b (GenBank accession number: GCA_002752655.1) using STAR (Dobin et al. 2013). Counting of the reads was performed using featureCounts (Liao et al. 2014). Analysis of the differential gene expression based on the reads counting was performed with DESeq2 (Love et al. 2014). antiSMASH was used to identify if genes involved in secondary metabolites biosynthesis (e.g., methanobactin and potential siderophores) were differentially expressed in *Msn. trichosporium* OB3b (Blin et al. 2025) when grown on methane versus methanol.

### 2.3 cDNA Synthesis and Reverse Transcription PCR (RT‐PCR)

cDNA was synthesized from 200 ng total RNA using SuperScript III Reverse Transcriptase (Invitrogen, Carlsbad, CA) following manufacturer's instructions. RT‐qPCR was performed with 1 μL cDNA to determine the relative expression of genes involved in methane oxidation (*pmoA*, *mmoX*) and copper uptake (*mbnA*) (Table S3) in *Msn. trichosporium* OB3b under different growth conditions. The RT‐qPCR was performed using the iTaq Universal SYBR Green Supermix (Bio‐Rad, Hercules, CA) with 96‐well PCR plates on a CFX Connect real‐time PCR detection system (Bio‐Rad, Hercules, CA) with the following program: 95°C for 5 min, followed by 30 cycles of 95°C for 30 s, 56°C for 30 s and 72°C for 30 s, and final extension at 72°C for 5 min.

### 2.4 Formate Analysis

The supernatant of *Msn. trichosporium* OB3b cultures grown under different conditions was collected at the late exponential phase. The supernatant was collected from 1 mL culture and centrifuged at 13,000 rpm for 5 min. Formate in the supernatant was analysed using a Dionex Integrion HPIC System (ThermoFisher) equipped with a Dionex IonPac analytical column (AS‐HC, 2 × 250 mm). A three‐step gradient profile was used, consisting of 10 mM KOH for 4 min, 10–40 mM KOH for 16 min, and then 40–10 mM KOH for 1.5 min.

### 2.5 NADH and NAD Analyses

NADH and NAD levels were measured in *Msn. trichosporium* OB3b at the mid‐exponential growth phase (OD_600_ ~ 0.25). NADH and NAD analysis were performed using NAD/NADH Assay Kit (Sigma‐Aldrich) following the manufacturer's protocol.

### 2.6 Transmission Electron Microscopy (TEM) Imaging

*Msn. trichosporium* OB3b cells grown under different conditions were fixed in 2.5% glutaraldehyde in 0.1 M Sorensen's buffer. The fixed samples were then stained with uranyl acetate and lead citrate. The sections were examined using a JEOL JEM 1400 Plus TEM microscope equipped with a 2 k CMOS camera and a quick release room temperature retainer EM‐11610 QR1 of ±20° tilt. The size of cells and distance between intracytoplasmic membranes (ICMs) were determined using ImageJ. For each growth condition, 20 cells were randomly selected to determine the average cell size and ICM distance.

### 2.7 Biomass‐Associated Copper and Iron Analyses

Biomass of *Msn. trichosporium* OB3b grown under different copper concentrations was collected at the late exponential phase. Biomass was collected from 10 mL culture by centrifuge at 5000 rpm for 5 min. Copper and iron associated with the biomass were measured using an inductively coupled plasma mass spectrometer (ICP‐MS, Agilent Technologies, Santa Clara, CA) as described earlier (Kalidass et al. 2015). Briefly, the collected cells were washed with PBS buffer (without copper or iron) and then digested in 35% nitric acid at 95°C for 2 h. The suspensions were mixed every 30 min by inverting the tubes 5 times. The digested cell suspensions were diluted with PBS buffer to achieve a concentration of 2% nitric acid. The determined metal content was normalized by protein concentration, which was converted from cell density as OD_600_ (i.e., 1 OD_600_ ≈ 10^8^ cells/ml ≈ 0.02 mg total protein/ml).

### 2.8 Siderophore Analysis

The presence of putative siderophores in the spent medium of *Msn. trichosporium* OB3b grown under different conditions was analysed using the chrome azurol S (CAS) assay method as (Schwyn and Neilands 1987). Briefly, *Msn. trichosporium* OB3b was grown on methane or methanol in iron‐limited NMS medium with or without copper and MOPS. The supernatant was collected at the stationary growth phase. 150 μL supernatant was mixed with 50 μL CAS shuttle solution and incubated at room temperature for 15 min. Positive and negative control reactions were prepared by mixing 150 μL iron‐limited NMS medium and 50 μL CAS shuttle solution with 10 μM desferrioxamine b (final concentration in the reaction) and NMS medium, respectively.

## 3 Results

### 3.1 Growth of *Msn. Trichosporium* OB3b With Methanol

As expected, *Msn. trichosporium* OB3b was able to grow on methane when repeatedly cultured in either the presence or absence of copper (final OD_600_ 0.6–0.8 after 3 days incubation; Figure 2). No significant formate accumulation (< 0.06 mM) was detected under these growth conditions (Figure 2), and the pH of the growth medium was 6.8 at both the beginning and the end of incubation. A similar growth pattern was observed when *Msn. trichosporium* OB3b was incubated with methanol in the absence of copper (Figure 2). Conversely, *Msn. trichosporium* OB3b was able to initially grow on methanol in the presence of 1 μM copper, but no growth was observed when *Msn. trichosporium* OB3b was transferred a second time to fresh NMS medium with methanol +1 μM copper. Interestingly, no formate accumulation or pH shift was observed in the first growth cycle, but significant formate accumulation (~3.8 mM) and a pH shift from 6.8 to 5.5 was observed in the second growth cycle. When extra buffer (20 mM MOPS) was added, *Msn. trichosporium* OB3b was able to repeatedly grow with methanol +1 μM copper and no formate accumulation or pH shift was observed (Figure 2).

**FIGURE 2:**
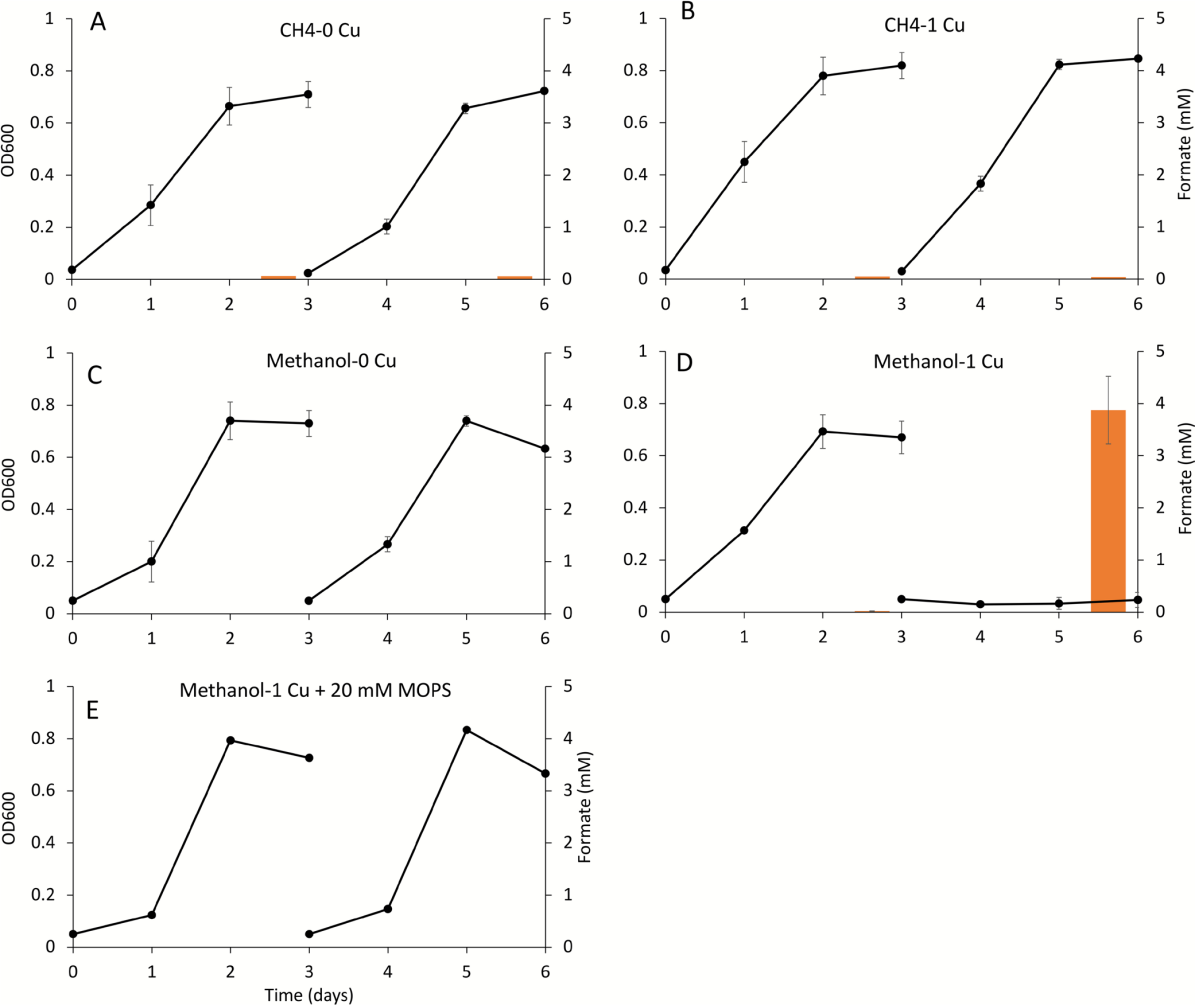
Growth and consecutive transfer of *Msn. trichosporium* OB3b grown with methanol (with and without 20 mM MOPS) in the absence of copper (0 Cu), in the presence of 1 μM copper (1 Cu), and formate accumulation (orange bar chart, measured at the last day of each growth cycle) under these growth conditions. Error bars indicate standard deviations from triplicate biological replicates.

Further analyses found that the growth rate of *Msn. trichosporium* OB3b on methane without copper was 2.04–2.13 d^−1^, significantly lower than growth on methane plus copper (2.51–2.56 d^−1^) (*p* ≤ 10^−4^). The growth rate of *Msn. trichosporium* OB3b on methanol in the absence of copper (1.33–1.67 d^−1^) as well as on methanol plus copper for the first cycle only (1.84 d^−1^) was significantly less than corresponding growth on methane (*p* ≤ 10^−3^ for growth on methane versus methanol in the absence of copper, *p* < 10^−4^ for growth on methane versus methanol in the presence of copper). Adding MOPS to *Msn. trichosporium* OB3b grown on methanol and in the presence of copper resulted in growth similar to that observed for *Msn. trichosporium* OB3b grown on methanol in the absence of copper (growth rate = 1.34, *p* > 0.2) (Table S4).

### 3.2 Copper and Iron Uptake of *Msn. Trichosporium* OB3b Grown With Methanol

The amount of copper associated with biomass was significantly higher when *Msn. trichosporium* OB3b was grown in the presence of copper with either methane or methanol—with and without MOPS—as compared to when no copper was added (i.e., ~0.11 μg Cu/mg protein vs. < 0.001 μg Cu/mg protein, respectively) (*p* < 10^−4^) (Figure 3A). No significant differences in biomass‐associated copper were found when growth substrate (methane vs. methanol) was varied either in the absence or presence of copper, nor did the presence of MOPS have any effect.

**FIGURE 3:**
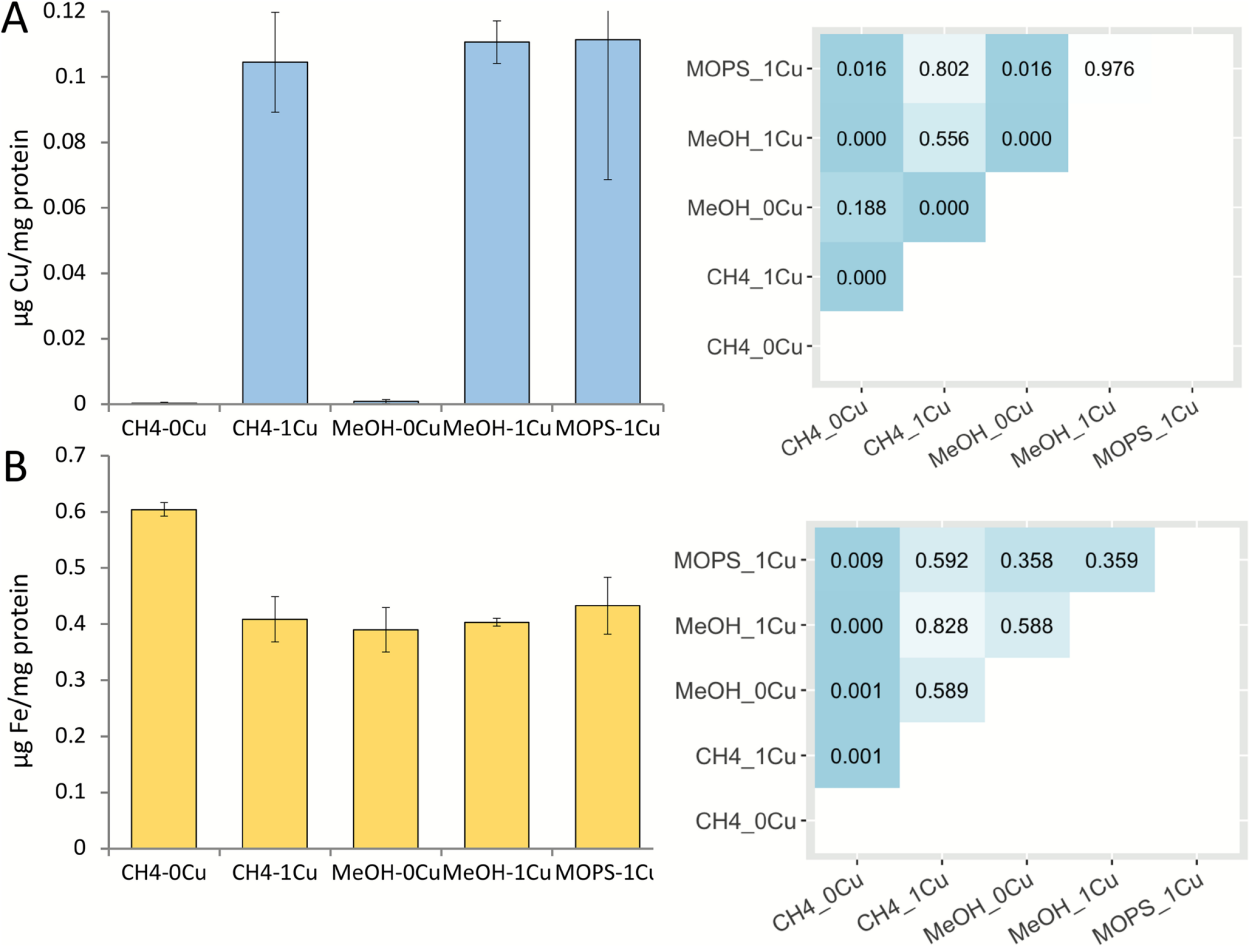
Biomass associated copper (A) and iron (B) analysis in *Msn. trichosporium* OB3b cells either grown with methane or methanol (with and without 20 mM MOPS), in the presence/absence of copper (left panel). Error bars indicate standard deviations from triplicate biological replicates. Heatmap showing *p* values based on *t*‐test from pairwise comparisons. The *p* values less than 0.05 are highlighted in blue (right panel).

The amount of iron associated with biomass was significantly higher in *Msn. trichosporium* OB3b grown with methane without copper as compared to all other tested conditions (i.e., ~0.6 μg Fe/mg protein vs. ~0.4 μg Fe/mg protein, *p* < 0.01) (Figure 3B). No significant difference in iron associated with biomass was observed in *Msn. trichosporium* OB3b grown on methane plus copper as compared to growth on methanol with or without copper or in the presence of MOPS (Figure 3B).

### 3.3 NADH/NAD Analysis of *Msn. Trichosporium* OB3b With Methane or Methanol as the Sole Growth Substrate

The NADH/NAD ratio in *Msn. trichosporium* OB3b grown on methane with and without copper was 0.1 ± 0.006 and 0.12 ± 0.006, respectively (Figure 4), and the increase, although slight, could be considered marginally significant (*p* = 0.048). For methanol‐grown cultures of *Msn. trichosporium* OB3b, the NADH/NAD ratio was ~10 times higher in the presence of copper versus methane‐grown cells plus copper (i.e., 0.96 vs. 0.12, *p* < 10^−4^). For *Msn. trichosporium* OB3b grown on methanol without copper, NADH/NAD was ~30% lower than that observed when *Msn. trichosporium* OB3b was grown on methanol plus copper (i.e., 0.70 vs. 0.96; *p* = 0.035). The NADH/NAD ratio for *Msn. trichosporium* OB3b grown with methanol plus copper with MOPS was found to be similar to that of *Msn. trichosporium* OB3b grown without MOPS (i.e., 0.90 vs. 0.96, *p* = 0.5, Figure 4).

**FIGURE 4:**
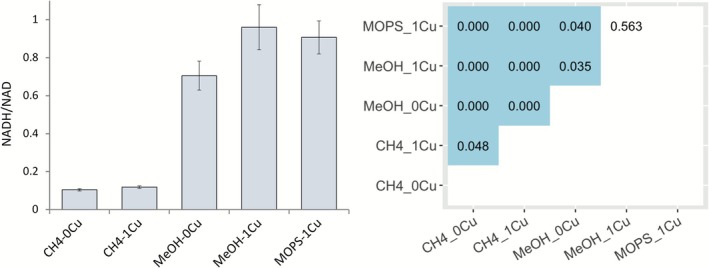
NADH/NAD analysis in cells of *Msn. trichosporium* OB3b either grown with methane or methanol (with and without 20 mM MOPS), in the presence/absence of copper. Error bars indicate standard deviations from triplicate biological replicates (left panel). Heatmap showing *p* values based on *t*‐test from pairwise comparisons. The *p* values less than 0.05 are highlighted in blue (right panel).

### 3.4 TEM Images of *Msn. Trichosporium* OB3b With Methane or Methanol as the Sole Growth Substrate

*Msn. trichosporium* OB3b grown on methanol without copper had an approximately 20% smaller cross‐sectional area than *Msn. trichosporium* OB3b grown on methane or methanol plus copper, as well as on methane without copper (0.46 μm^2^ vs. 0.59–0.62 μm^2^, *p* = 0.02). Intracytoplasmic membranes (ICMs) tightly aligned parallel to the cytoplasmic membrane were observed in *Msn. trichosporium* OB3b grown with methane plus copper (Figure S1). In approximately half of the examined TEM images of *Msn. trichosporium* OB3b grown on methanol and copper (10 of 20), ICMs were also observed, but such ICMs were poorly organized and had greater spacing (i.e., 18 vs. 43 nm, *p* < 10^−6^). In the other half, no ICMs were observed, similar to that observed in TEM images of *Msn. trichosporium* OB3b grown either in the presence of methane or methanol without copper (Figure S1).

### 3.5 Transcriptional Analysis of Copper‐Regulated Genes and Genes Involved in Copper Uptake and Storage

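The transcriptome of *Msn. trichosporium* OB3b, a methane-oxidizing bacterium, was sequenced from cultures grown under 5 conditions, in 13 libraries. Growth on methane without copper (CH4-0Cu), on methane with 1 µM copper (CH4-1Cu) and on methanol with 1 µM copper (MeOH-1Cu) was measured in 3 libraries each. Growth on methanol without copper (MeOH-0Cu) and on methanol with 1 µM copper and 20 mM MOPS, a pH buffer (MOPS-1Cu), was measured in 2 libraries each. Methanol was supplied at 0.25% (v/v), and the letters A, B and C name the replicates of a condition. The authors purified RNA on columns, depleted it of rRNA, sequenced it, trimmed the reads with Cutadapt, mapped them to the strain's genome with STAR and counted them per gene with featureCounts. The deposited table gives 1 value per gene and library for 4773 genes, after 2 duplicate entries were dropped. It is headed as TPM, but its columns sum to between 45.6 and 133 M (mega), and the low values of each library are whole multiples of one step. The values were therefore read as read counts divided by one factor per library, rounded to 3 significant digits, and are called normalized signal. Dividing each total by its step gave the approximate number of reads assigned to genes. This was 65.2, 65.3 and 77.2 M in CH4-0Cu, 47.4, 53.9 and 60.4 M in CH4-1Cu, and 60.2, 64.9 and 65.0 M in MeOH-1Cu. It was 84.3 and 93.3 M in MeOH-0Cu and 50.2 and 54.6 M in MOPS-1Cu. Table S2 of the paper gives 68.7 to 113 M reads per library, part of which were not assigned to a gene, and the values used here rest on the assigned reads. The estimates conflict with that table in some libraries. In MeOH-1Cu A, 5.51% of the reads were unassigned by the estimate and 20.2% by Table S2, and which is right was not settled. For each comparison, limma was fitted to log2 of the normalized signal plus 1, over the genes with a mean of at least 10 in the libraries compared. A gene was called up-regulated or down-regulated at the thresholds of Fig. 5, a log2 fold change (log2FC) of at least 1.5 in size and an adjusted p of at most 0.001. In simulated data with the same group sizes, a true log2 change of 2 was called for 83.6% to 97.0% of the changed genes in comparisons without MOPS-1Cu, and for 23.9% in MOPS-1Cu against MeOH-1Cu. When all libraries were instead rescaled to the same total, the median log2FC of all genes moved by 1.34 for copper on methane, 0.69 for copper on methanol, 0.59 for methanol against methane without copper, -0.29 for MOPS and -0.65 for the difference between the copper responses on both substrates. Under that rescaling the median log2FC of some gene groups changed sign. Among them were the formate dehydrogenase genes with copper on methane and the methanobactin genes between both substrates without copper.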

The transcriptomic analysis result with differential gene expression under all tested growth conditions is shown in Sheets 1–7 (Supporting Information). The overall transcriptome profile of *Msn. trichosporium* OB3b grown under different conditions was distinct from each other (Figure S2). 

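Copper and the carbon source each changed the transcriptome, and adding MOPS to methanol with copper changed it most. On methane, 98 genes were up-regulated and 242 were down-regulated in the presence versus absence of copper, and on methanol 39 were up-regulated and 207 down-regulated. The balance depends on the normalization, since with values rescaled to the same total per library 1910 genes were up-regulated and 82 down-regulated by copper on methane, and 401 and 136 on methanol. Totals were 107 to 133 M in CH4-0Cu and 45.6 to 47.4 M in CH4-1Cu, and the sMMO genes held a mean of 49.8% and 0.0149% of them. Setting the totals equal therefore shifts all genes upwards with copper on methane, in part through the loss of the sMMO signal. Methanol-grown cells differed from methane-grown cells in 72 up-regulated and 90 down-regulated genes without copper, and in 31 and 76 with copper. MOPS up-regulated 416 genes and down-regulated 535 of 4756 tested. Outside the gene groups of the study, genes with large changes with copper on methane included *fldA* (5.47), which encodes flavodoxin, an iron-free electron carrier, the TonB-dependent receptor gene CQW49_RS01940 (5.69) and the receptor gene CQW49_RS16865 (-7.36), given as log2FC. On methanol, *fldA* had a log2FC of -6.59 with copper and CQW49_RS16865 one of -8.02. With MOPS, *soxR*, a redox-sensing regulator, rose by a log2FC of 4.43, and the chaperonin genes *groES* and *groL* had -5.28 and -5.19. In a principal component analysis of 4752 genes, components 1, 2 and 3 held 42.7%, 34.2% and 12.2% of the variance. In each of the 13 libraries, the nearest other library was one of its own condition. Euclidean distances between libraries of 1 condition were 13.05 to 21.2, apart from 48.8 between MOPS-1Cu A and B, and distances between conditions were 45.4 to 110. The MOPS counts rest on all 3 MeOH-1Cu libraries: without MeOH-1Cu A, B or C, limma called 1, 0 and 0 genes up-regulated and 0 down-regulated each time, and in simulated data with 2 libraries against 2 (MOPS-1Cu against MeOH-0Cu) it called 0% of genes with a true log2 change of 3. A fit without a MOPS-1Cu or MeOH-0Cu library leaves 1 library in that group and takes the spread from the other libraries. MOPS-1Cu A and B lay further apart than the libraries of other conditions, so calls from such fits with MOPS are weak evidence.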

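All 6 genes of the particulate methane monooxygenase (pMMO), the copper-dependent membrane enzyme that oxidizes methane to methanol, were up-regulated in the presence versus absence of copper on both substrates. They form 2 copies of *pmoCAB*, CQW49_RS10275 to CQW49_RS10285 and CQW49_RS01220 to CQW49_RS01230, and the study chose this list, so its count is not independent evidence of its direction. On methane, the normalized signal of *pmoA* was 26500 ± 9368 (SD, n = 3) in CH4-1Cu and 2517 ± 398 (SD, n = 3) in CH4-0Cu, with log2FC = 3.35 (standard error 0.20, adjusted p = 3.1e-08). *pmoB* had a log2FC of 3.15 (standard error 0.20), *pmoC* one of 1.96, and in the other copy *pmoA2* had 3.34, *pmoB2* 3.01 and *pmoC2* 1.93. On methanol, *pmoA* rose from 1380 ± 113 (SD, n = 2) in MeOH-0Cu to 11287 ± 2682 (SD, n = 3) in MeOH-1Cu, with log2FC = 3.01 (standard error 0.17, adjusted p = 2.2e-06). *pmoA2* had a log2FC of 3.18, *pmoB* 2.79, *pmoB2* 2.78, *pmoC* 1.95 and *pmoC2* 1.94. Adjusted over the list alone, 6 of 6 genes were up-regulated on each substrate. A test of the difference between the copper responses on both substrates called 0 of the 6 genes in limma, with 0 at an unadjusted p under 0.05 and a median difference of -0.20. Without MeOH-0Cu A, *pmoB* (2.73), *pmoB2* (2.70), *pmoC* (1.87) and *pmoC2* (1.85) no longer passed on methanol, and without MeOH-0Cu B these 4 genes had 2.85, 2.86, 2.04 and 2.04 and did not pass.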

As expected, pMMO gene (*pmoCAB*) expression was significantly up‐regulated when *Msn. trichosporium* OB3b was grown in the presence versus absence of copper when either methane or methanol was provided as the sole growth substrate (log_2_Fold Change [log_2_FC]: 2.5 ~ 3, *p* < 0.001) (Figure 5A,B, SheetS 2–4 (Supporting Information)). 

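With methanol, copper and MOPS, the *pmoCAB* genes of pMMO were not called different from those with methanol and copper, nor from those with methane and copper. The normalized signal of *pmoA* was 30100 in MOPS-1Cu A and 58600 in MOPS-1Cu B, higher than in each MeOH-1Cu library. This is log2FC = 1.92 (standard error 0.34, adjusted p = 0.0035). *pmoC* had a log2FC of 2.00, *pmoC2* 1.91, *pmoA2* 2.00, *pmoB2* 1.41 and *pmoB* 1.33 for MOPS-1Cu minus MeOH-1Cu. Limma called 0 of the 6 genes, with 6 higher at an unadjusted p under 0.05 and 4 at an adjusted p under 0.05. Against CH4-1Cu, *pmoC* had a log2FC of 1.23 in MOPS-1Cu and *pmoB* one of 0.25, the highest and the lowest of the 6 genes, with 0 called and 2 higher at an unadjusted p under 0.05. Against MeOH-0Cu, which had no copper, *pmoA2* had 5.17 and *pmoC2* 3.85, the highest and the lowest of the 6, with 0 called over all genes, 4 when adjusted over the list alone and 6 at an unadjusted p under 0.05. With MOPS-1Cu B as the only MOPS-1Cu library, the log2FC was 2.12 for *pmoB*, 2.40 for *pmoA*, 2.52 for *pmoC*, 2.34 for *pmoC2* and 2.61 for *pmoA2*. These values rest on 1 culture with MOPS.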

Further, when *Msn. trichosporium* OB3b was grown in the presence of methanol, copper and MOPS, transcription of *pmo* genes was similar to that grown with methane or methanol in the presence of copper (log_2_FC = 0.6–1) (Figure 5E, Sheet 7 (Supporting Information)). Conversely, expression of genes encoding polypeptides of sMMO (*mmoXYZDBC*) was repressed in the presence of copper regardless if *Msn. trichosporium* OB3b was provided methane or methanol, as well as if MOPS was added in conjunction with methanol (log_2_FC value: −8 to −15, *p* < 0.001) (Figure 5A–E, Sheets 3–7 (Supporting Information)). 

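All 8 genes of the soluble methane monooxygenase (sMMO), the cytoplasmic iron enzyme that oxidizes methane when copper is scarce, were down-regulated by copper on methane and on methanol. Together they held 49.8% ± 3.12 (SD, n = 3) of all normalized signal in CH4-0Cu and 17.2% ± 2.42 (SD, n = 2) in MeOH-0Cu, against 0.0149%, 0.0194% and 0.00699% on average in CH4-1Cu, MeOH-1Cu and MOPS-1Cu. *mmoX*, which encodes the large subunit of the hydroxylase with its diiron site, had the largest change on methane, with log2FC = -14.79 (standard error 0.14, adjusted p = 2.6e-15). Its neighbours *mmoY* and *mmoZ*, for the other hydroxylase subunits, had a log2FC of -13.72 and -13.05, and the regulatory genes *mmoG* and *mmoR* had -6.93 and -7.90. On methanol, *mmoX* had log2FC = -12.20 (standard error 0.13, adjusted p = 1.5e-10), *mmoC*, for the reductase, had -8.92, and *mmoG* had -5.94. MOPS-1Cu against MeOH-0Cu also gave 8 of 8 down-regulated, from -14.66 in *mmoX* to -7.80 in *mmoG*. With copper on methanol, adding MOPS further down-regulated *mmoX* (-2.45), *mmoR* (-1.89) and *mmoG* (-1.87), with 5 of the 8 lower at an unadjusted p under 0.05. Without copper, *mmoX* (-2.25), *mmoY* (-2.26), *mmoB* (-2.13) and *mmoZ* (-1.98) were down-regulated on methanol versus methane, and the other 4 genes did not pass. The study chose the list, so its counts are not independent evidence of direction, and adjusted over the list alone each of these counts was unchanged. Between the substrates, *mmoX* lost its call without MeOH-0Cu A (-2.07), MeOH-0Cu B (-2.43) or CH4-0Cu C (-2.29), *mmoY* without MeOH-0Cu A (-2.05) or B (-2.47), and *mmoZ* without MeOH-0Cu A (-1.83) or when rescaled to the same total (-1.39). Without MeOH-1Cu A, B or C, *mmoX* with MOPS had -2.42, -2.54 and -2.40, and limma called none of the 8 genes. *mmoY* with MOPS was called when rescaled (-1.65) and had -1.60 without MOPS-1Cu B.

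**Figure D1:**
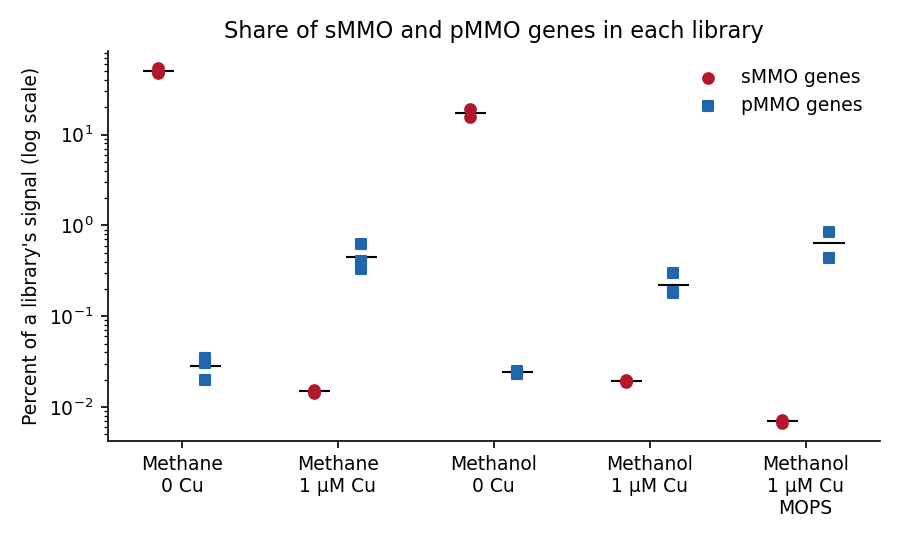
Percent of each library's normalized signal in the sMMO genes and in the pMMO genes, on a log axis, by condition; points are libraries and black lines are group means. The sMMO genes held a mean of 49.8% in CH4-0Cu and 17.2% in MeOH-0Cu.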

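On methane, all 9 genes of methanobactin, the copper-binding peptide that the cell secretes to collect copper, were down-regulated in the presence versus absence of copper. *mbnA* (CQW49_RS26165), which encodes the precursor peptide, had a normalized signal of 9907 ± 1305 (SD, n = 3) in CH4-1Cu and 209667 ± 26083 (SD, n = 3) in CH4-0Cu, with log2FC = -4.40 (standard error 0.12, adjusted p = 2.2e-11). *mbnB* and *mbnC*, whose products modify the precursor, had a log2FC of -4.31 and -3.87, and *mbnN*, which encodes an aminotransferase, had -3.51. The exporter gene *mbnM* had -3.11, the receptor genes *mbnT1* and *mbnT2* had -2.34 and -2.95, and *mbnP* and *mbnH*, which follow in the same cluster, had -2.84 and -2.45. Adjusted over the list alone, 9 of 9 were down-regulated, and as the study chose the list this is not independent evidence of its direction. Rescaling all libraries to the same total ended 2 calls, since *mbnH* (-1.12) and *mbnT1* (-1.00) no longer passed, and 7 genes remained called down-regulated.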

Expression of *mbn* genes encoding for synthesis of the key copper binding compound methanobactin was, as found earlier (Gu and Semrau 2017), down‐regulated in the presence versus absence of copper if *Msn. trichosporium* OB3b was grown with methane (log_2_FC value: −2 to −5, *p* < 0.001) (Figure S3). 

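Copper also down-regulated all 9 methanobactin genes on methanol. The precursor gene *mbnA* had the largest change, from a normalized signal of 167000 ± 33941 (SD, n = 2) in MeOH-0Cu to 3683 ± 1508 (SD, n = 3) in MeOH-1Cu, with log2FC = -5.59 (standard error 0.34, adjusted p = 3.4e-06). The biosynthesis genes *mbnB* and *mbnC* had a log2FC of -4.56 and -4.25, the exporter gene *mbnM* -3.50 and the aminotransferase gene *mbnN* -3.74. The smallest changes were in *mbnT1* (-2.03) and *mbnH* (-2.45). All 9 passed when adjusted over the list alone, which the study chose, so the count is not independent evidence of its direction. A test of the difference between the copper responses on both substrates called 0 of the 9 genes in limma, with 0 higher and 2 lower at an unadjusted p under 0.05, and *mbnA* had the largest difference (log2FC = -1.19 (standard error 0.38, adjusted p = 0.024)). With all libraries rescaled to the same total, *mbnT1* on methanol (-1.34) lost its call, and the difference for *mbnA* between the substrates (-1.84) was called.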

Interestingly, here we show for the first time that expression of methanobactin synthesis genes was also downregulated in the presence versus absence of copper when *Msn. trichosporium* OB3b was grown with methanol as the sole growth substrate (Figure S3). 

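Of the 9 methanobactin genes, 1 was up-regulated and none was down-regulated when MOPS was added to methanol and copper. *mbnP* (CQW49_RS07150), which lies next to *mbnH* in the methanobactin cluster, rose from a normalized signal of 9627 ± 593 (SD, n = 3) in MeOH-1Cu to 36600 ± 12304 (SD, n = 2) in MOPS-1Cu, with log2FC = 1.89 (standard error 0.23, adjusted p = 8.6e-04). The precursor gene *mbnA* had a log2FC of -0.02, the biosynthesis genes *mbnB* and *mbnC* had -1.05 and -0.71, and the exporter gene *mbnM* had -1.53, none of which passed. At an unadjusted p under 0.05, 2 genes were higher and 3 were lower in limma, and 0 passed when adjusted over the list alone, which the study chose and which is not independent evidence of its direction. With MOPS-1Cu B as the only MOPS-1Cu library, *mbnB* had a log2FC of -1.96, *mbnC* -1.63, *mbnM* -2.16 and *mbnN* -1.55. *mbnP* lost its call without MeOH-1Cu A (1.94), B (1.85) or C (1.87), and with all libraries rescaled to the same total (1.59).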

Finally, when *Msn. trichosporium* OB3b was grown in the presence of copper, methanol and MOPS, the transcription of methanobactin synthesis genes was similar to cultures grown with methanol plus copper (log_2_FC = 0.2–1.3) (Figure S3). 

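The copper efflux genes *cusA* (CQW49_RS14875) and *cusB* (CQW49_RS14880), for an inner-membrane pump and its periplasmic adaptor, were not called different in any comparison. Of the genes of copper storage proteins, which bind copper in the cell, *csp1* (CQW49_RS12775) was up-regulated by copper on methane and *csp2* and *csp3* were not called. *csp1* rose from a normalized signal of 19233 ± 1050 (SD, n = 3) in CH4-0Cu to 60300 ± 1908 (SD, n = 3) in CH4-1Cu, with log2FC = 1.65 (standard error 0.07, adjusted p = 3.3e-09). On methanol *csp1* had a log2FC of 0.12 with copper, and the difference between its copper responses on both substrates was called (log2FC = -1.52 (standard error 0.13, adjusted p = 8.2e-07)). *csp2* had a log2FC of -1.27 with copper on methane, -0.62 on methanol and 1.33 with MOPS, and *csp3* had -0.70, 0.59 and -0.74. *cusA* had a log2FC of 0.33 with copper on methane, 0.55 on methanol and 0.94 with MOPS, and *cusB* had 0.78, 0.73 and 0.57. At an unadjusted p under 0.05, limma had both *cus* genes higher with copper on methane, with copper on methanol and with MOPS, and neither differed between the substrates. The difference for *csp1* lost its call without CH4-0Cu A (-1.49), MeOH-0Cu A (-1.49) or MeOH-1Cu C (-1.42). With 1 MOPS-1Cu library left, *csp2* with MOPS had 2.02 without A and *csp1* had 1.55 without B. Under rescaling to the same total, *cusA* (1.66) and *cusB* (2.12) were called up-regulated by copper on methane and *csp1* (1.63) on methanol versus methane without copper.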

Expression of putative copper efflux genes (*cus*) as well as known copper storage proteins genes (*csp123*) was similar under all tested growth conditions (Figure S3, Sheet 1 (Supporting Information)).

**FIGURE 5:**
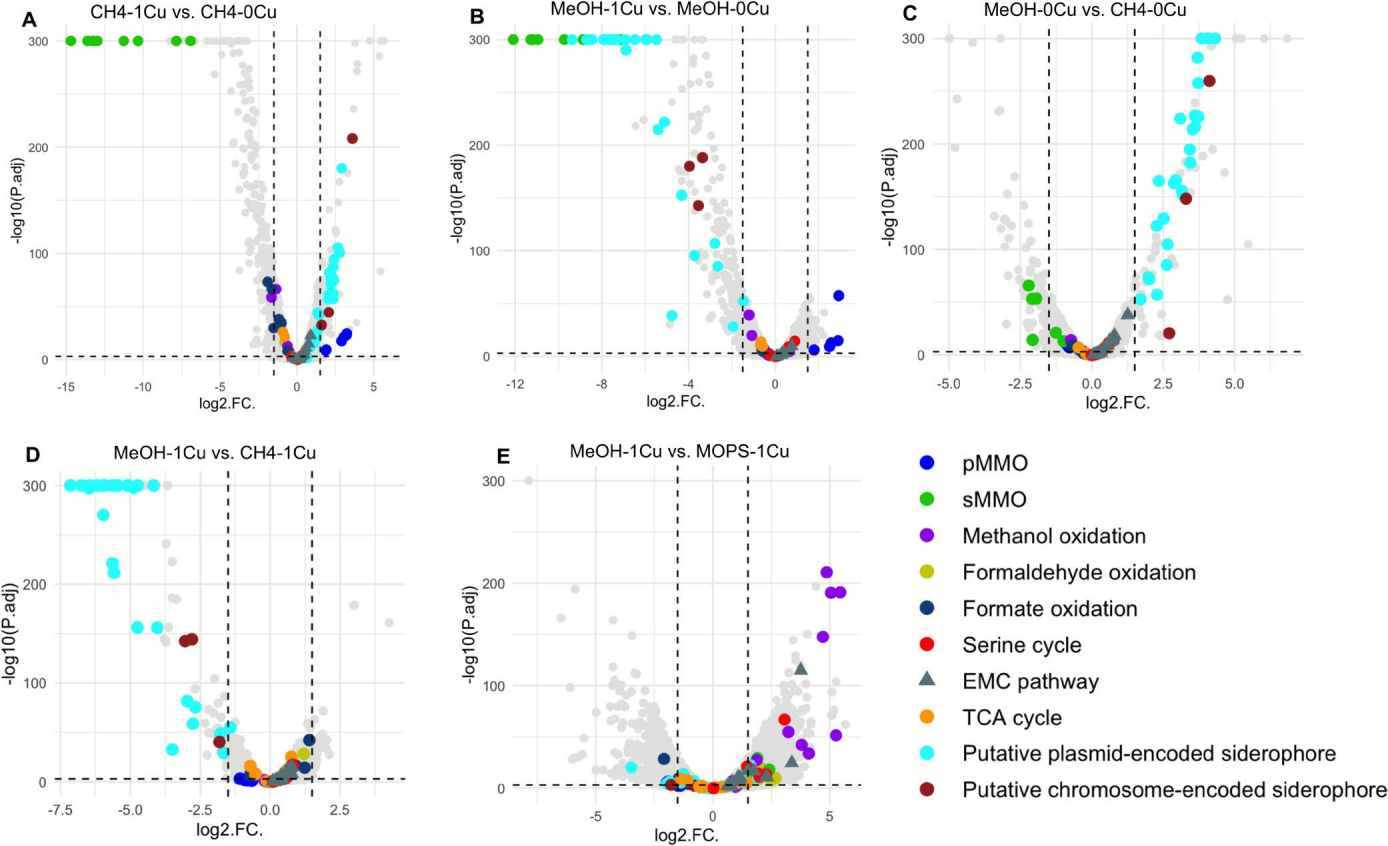
Volcano plots showing differential gene expression of *Msn. trichosporium* OB3b growing with methane or methanol (with and without 20 mM MOPS), in the presence/absence of 1 μM copper. The y‐axis represents the negative log10 of the adjusted *p* value (−log10(P.adj)). Significance thresholds, indicated by grey dashed lines, are set at an absolute log2‐fold change value (log2.FC) ≥ 1.5 and an adjusted *p* value ≤ 0.001. The differentially expressed genes with −log10(P.adj) value < 300 were plotted using −log10(P.adj) value = 300.

### 3.6 Transcriptional Analyses of Genes Involved in Carbon Transformation

To investigate the possible mechanism(s) underlying the observed growth inhibition and formate accumulation of *Msn. trichosporium* OB3b when grown in the presence of methanol and copper, transcription of genes involved in carbon metabolism was examined in more detail. The expression level of the genes for methanol oxidation (*mxa* gene cluster and *xoxF*), formaldehyde oxidation (e.g., *fae* encoding for formaldehyde‐activating enzyme, *ftfL* encoding formate–tetrahydrofolate ligase, and *fhc* encoding formylmethanofuran dehydrogenase, Sheet 2 (Supporting Information)), EMP pathway (e.g., *phaAB* encoding for acetyl‐CoA C‐acetyltransferase and acetoacetyl‐CoA reductase), and the serine cycle (e.g., *gly* encoding for serine hydroxymethyltransferase, Supporting Information) did not significantly change when methane or methanol was provided in the presence or absence of copper. However, when *Msn. trichosporium* OB3b was grown in the presence of methanol and copper, adding MOPS significantly decreased the expression of these genes (Figure 5E, Sheet 7 (Supporting Information)). 

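On methane, 1 gene of methanol oxidation was down-regulated by copper and no gene of formaldehyde oxidation, the ethylmalonyl-CoA (EMC) pathway or the serine cycle was called. *mxaF* (CQW49_RS14460), for the large subunit of the calcium-dependent methanol dehydrogenase, fell from a normalized signal of 4036667 ± 347035 (SD, n = 3) in CH4-0Cu to 1276667 ± 151767 (SD, n = 3) in CH4-1Cu, with log2FC = -1.66 (standard error 0.15, adjusted p = 1.5e-06). *mxaI*, for the small subunit of the same enzyme, had log2FC = -1.36 (standard error 0.10, adjusted p = 2.0e-07), and *xoxF5* (CQW49_RS14430), for a lanthanide-dependent methanol dehydrogenase, had log2FC = -1.14 (standard error 0.29, adjusted p = 0.0046). The other 13 of the 14 *mxa* genes did not pass, with 5 higher and 5 lower of the 14 at an unadjusted p under 0.05 in limma. Of 11 genes of formaldehyde oxidation, 0 passed, with 6 higher and 2 lower at an unadjusted p under 0.05, and *fae1*, for the formaldehyde-activating enzyme, had a log2FC of -0.59. Of 12 genes of the EMC pathway, which regenerates glyoxylate for the serine cycle, 0 passed, with 7 higher and 1 lower at an unadjusted p under 0.05, and *phaA* and *phaB* had 0.08 and 0.90. Of 9 genes of the serine cycle, which assimilates formaldehyde carbon, 0 passed, with 3 higher and 3 lower at an unadjusted p under 0.05, and *glyA*, for serine hydroxymethyltransferase, had 0.26. The counts were the same when adjusted over each list alone, and the study chose the lists, so they are not independent evidence of direction. Without CH4-0Cu C, *xoxF5* was called down-regulated (-1.59). After rescaling to the same total, *mxaF* had -0.32 and was not called, while 8 EMC, 4 serine cycle, 5 *mxa* and 6 formaldehyde oxidation genes were called up-regulated.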

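Adding MOPS to methanol and copper down-regulated 9 of the 14 *mxa* genes of methanol oxidation and 4 of the 12 genes of the EMC pathway, and up-regulated none of them. The largest changes were in *mxaC* and *mxaH*, accessory genes of the methanol dehydrogenase cluster, with a log2FC of -5.46 (standard error 0.13) and -5.45, followed by *mxaL* (-5.06) and *mxaD* (-4.87). The normalized signal of *mxaC* was 142 ± 9.90 (SD, n = 2) in MOPS-1Cu and 6310 ± 407 (SD, n = 3) in MeOH-1Cu (adjusted p = 3.1e-05). The structural genes *mxaF* and *mxaI* had a log2FC of -0.14 and -1.35 and did not pass, and neither did *xoxF5* (1.61, standard error 0.82), with 14000 in MOPS-1Cu A and 104000 in MOPS-1Cu B. In the EMC pathway, *mclA1*, for a malyl-CoA lyase, had -3.77, *phaB*, for acetoacetyl-CoA reductase, -3.51, *mce* -1.76 and *phaA* -1.50. The medians were -3.56 for the *mxa* genes and -1.34 for the EMC genes. Adjusted over each list alone, 9 *mxa* and 6 EMC genes were down-regulated, and the study chose both lists, so this is not independent evidence of direction. With libraries left out in turn, the medians ranged from -3.63 to -3.48 and from -1.56 to -1.21. Without MeOH-1Cu A, B or C limma called 0 genes of either list. With 1 MOPS-1Cu library left, *mxaI* had -2.37 without B and *xoxF5* had 3.06 without A.

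**Figure D2:**
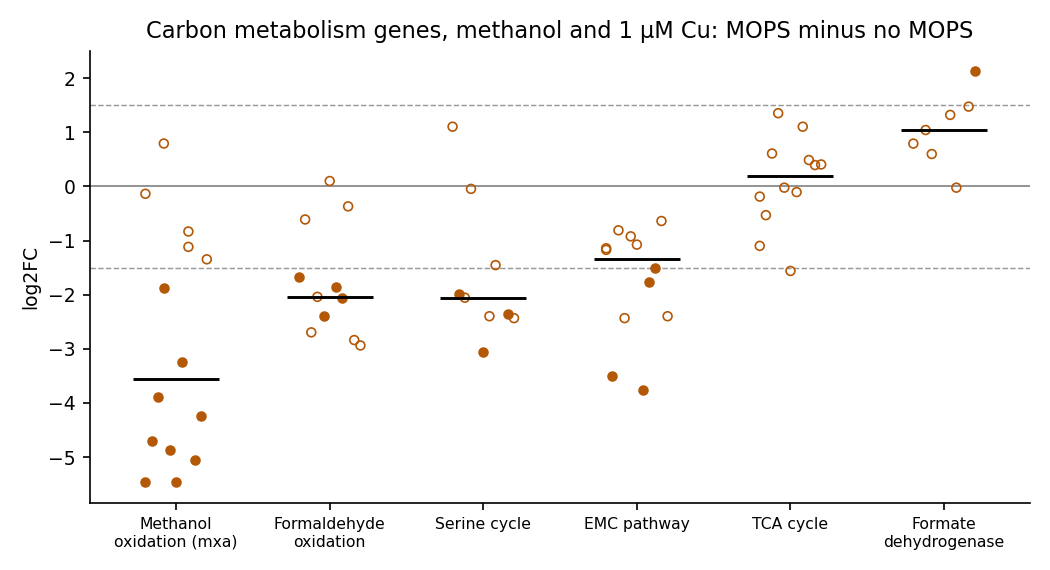
Log2FC of each gene for MOPS-1Cu minus MeOH-1Cu in 6 gene groups of carbon metabolism; filled points are called genes, short lines are group medians and dashed lines mark 1.5 in each direction. The *mxa* genes had a median of -3.56.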

Transcription of genes for the tricarboxylic acid (TCA) cycle (e.g., *sdh* encoding for succinate dehydrogenase, Supporting Information) and formate oxidation (*fdh* encoding formate dehydrogenase) was similar under all tested conditions (Figure 5A–E, Sheets 3–7 (Supporting Information)).

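No gene of the tricarboxylic acid (TCA) cycle, which oxidizes acetyl-CoA, was called in any comparison, while 3 of the 7 genes of formate dehydrogenase (Fdh), the enzyme that oxidizes formate to carbon dioxide, were down-regulated by copper on methane. *fdhA* (CQW49_RS16665), for the catalytic subunit, fell from a normalized signal of 612333 ± 29939 (SD, n = 3) in CH4-0Cu to 197667 ± 20551 (SD, n = 3) in CH4-1Cu, with log2FC = -1.64 (standard error 0.11, adjusted p = 1.1e-07). *fdhG* had log2FC = -1.92 (standard error 0.10, adjusted p = 1.2e-08) and *fdhB* log2FC = -1.55 (standard error 0.14, adjusted p = 1.4e-06), both lower in every library with copper. *fhdD*, *fdhC* and *fdhA2* had a log2FC of -1.18, -0.99 and -0.62, and the regulator gene *fdhR* had -0.01. Adjusted over the list alone, 3 of the 7 *fdh* genes passed, and the study chose the list, so this is not independent evidence of its direction. Of the 12 TCA genes, limma called 0 with copper on methane, where 4 were higher and 4 lower at an unadjusted p under 0.05, and 0 with copper on methanol, where 4 were higher and 3 lower. It called 0 between the substrates without and with copper, each with 5 higher and 2 lower at an unadjusted p under 0.05, and 0 with MOPS, with 4 higher and 2 lower. *sdhA*, for a subunit of succinate dehydrogenase, had a log2FC of 0.01 with copper on methane and 0.39 with MOPS, and *acnA*, for aconitase, had -1.56 with MOPS. *fdhB* lost its call without CH4-1Cu A (-1.37). With 1 MOPS-1Cu library left, *acnA* with MOPS had -2.02 without B and *pdhA* had 1.59 without A. When libraries were rescaled to the same total, limma called 0 *fdh* genes and 4 TCA genes (up-regulated) on methane, the *fdh* median went from -1.18 to 0.15, and *acnA* with MOPS was called (-1.86).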

### 3.7 Transcriptional Analysis of Two Potential Siderophore Biosynthesis Gene Cluster Encoded by *Msn. Trichosporium* OB3b

The genome of *Msn. trichosporium* OB3b contains three plasmids, pOB3b1, pOB3b2, and pOB3b3 (Heil et al. 2017). One of the plasmids—pOB3b3—carries a gene cluster that was identified by antiSMASH as being putatively involved in siderophore biosynthesis, transport, and regulation. That is, this gene cluster contains nonribosomal peptide synthetase (NRPS) and polyketide synthase (PKS) encoding genes for assembly, (anti)‐sigma and TonB‐dependent receptor genes for uptake/regulation (*fpv* genes), efflux transporter genes (e.g., efflux RND transporter genes), and modification genes (e.g., aminotransferase, oxygenase genes) for a putative siderophore (Figure S4). This gene cluster was found to be most similar to the crochelin biosynthesis gene cluster found in *Azotobacter chroococcum* via ANTI‐SMASH analyses (Figure S4) (Baars et al. 2018). 

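On methane, 17 of the 26 genes of the siderophore cluster on plasmid pOB3b3 were up-regulated in the presence versus absence of copper and none was down-regulated. The sigma factor genes *fpvI* (CQW49_RS23525) and *pvdS* (CQW49_RS23505) had log2FC = 2.93 (standard error 0.10, adjusted p = 1.6e-10) and log2FC = 2.67 (standard error 0.12, adjusted p = 3.4e-09). The normalized signal of *pvdS* was 19567 ± 3968 (SD, n = 3) in CH4-1Cu and 3033 ± 77.7 (SD, n = 3) in CH4-0Cu. *mbntH*, for an MbtH-like protein that assists peptide synthetases, had a log2FC of 2.04, and the median of the 26 genes was 2.10. The 9 genes that did not pass included *pvdA* (0.71), *fpvA* (0.88), for a TonB-dependent receptor, and *pvdF* (1.10), and all 26 genes were higher at an unadjusted p under 0.05 in limma. Adjusted over the list alone, 17 passed, and the study chose the list, so this is not independent evidence of its direction. CQW49_RS23480 lost its call without CH4-0Cu A (1.48) or CH4-1Cu C (1.44), and CQW49_RS23530 was called without CH4-0Cu A (1.51) or CH4-1Cu B (1.52). With all libraries rescaled to the same total, 26 of the 26 genes were called up-regulated.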

Transcriptomic data showed this siderophore gene cluster was up‐regulated when *Msn. trichosporium* OB3b was grown in the presence versus absence of copper with methane as the sole growth substrate (Figure 5A, Sheets 2, 3 (Supporting Information); log_2_FC value: 1.5 ~ 3, *p* < 0.001). However, expression of these genes was significantly repressed in the presence versus absence of copper when methanol was provided as the growth substrate (log_2_FC value: −10 to −1.5, *p* < 0.001) (Figure 5B, Sheet 5 (Supporting Information)). 

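On methanol, copper down-regulated 25 of the 26 genes of the plasmid siderophore cluster and up-regulated none. *mbntH* (CQW49_RS23585) fell furthest, from a normalized signal of 34550 ± 1768 (SD, n = 2) in MeOH-0Cu to 49.0 ± 5.13 (SD, n = 3) in MeOH-1Cu, with log2FC = -9.44 (standard error 0.12, adjusted p = 1.8e-10). *pvdF*, which the study places among the siderophore synthesis genes, had a log2FC of -8.91, and the sigma factor gene *pvdS* had -7.04 (standard error 0.19). The median of the 26 genes was -6.26. *fpvI*, for another sigma factor, was the gene that did not pass, with log2FC = -1.44 (standard error 0.08, adjusted p = 2.5e-06). When adjusted over the list alone 25 passed, and the study chose the list, so the count is not independent evidence of its direction. CQW49_RS23530 lost its call without MeOH-0Cu A (-1.88) and with all libraries rescaled to the same total (-1.27).

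**Figure D3:**
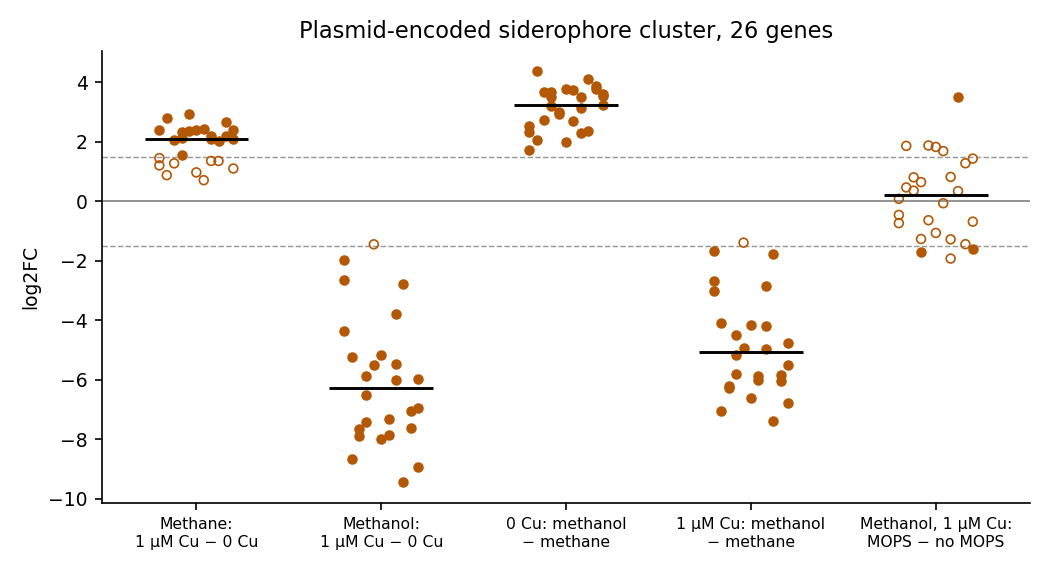
Log2FC of the 26 genes of the plasmid siderophore cluster in 5 comparisons; filled points are called genes, lines are medians and dashed lines mark 1.5 in each direction. The median was 2.10 with copper on methane and -6.26 with copper on methanol.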

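With copper, 25 of the 26 genes of the plasmid siderophore cluster were down-regulated on methanol versus methane and none was up-regulated. The sigma factor gene *pvdS* had a normalized signal of 344 ± 89.8 (SD, n = 3) in MeOH-1Cu, with log2FC = -5.84 (standard error 0.20, adjusted p = 2.9e-08) against CH4-1Cu. *mbntH*, for a helper protein of peptide synthetases, had a log2FC of -7.38, the lowest of the cluster, and the receptor gene *fpvA* had -4.07. *fpvI*, with a log2FC of -1.39, did not pass. The median over the cluster was -5.06, and with libraries left out in turn it stayed between -5.20 and -5.00. When adjusted over the list alone 25 passed, in a list that the study chose and that is not independent evidence of its direction.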

Further, these genes were repressed when *Msn. trichosporium* OB3b was grown in the presence of methanol and copper as compared to growth in the presence of methane plus copper (Figure 5D, Sheet 6 (Supporting Information)). When *Msn. trichosporium* OB3b was grown in the presence of methanol, copper and MOPS, the transcription of this putative siderophore gene cluster was similar to that grown with methanol plus copper (Figure 5E, Sheet 7 (Supporting Information)). 

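Of the 26 genes of the plasmid siderophore cluster, 1 was up-regulated, 2 were down-regulated and 23 did not pass when MOPS was added to methanol and copper. *mbntH* rose to a normalized signal of 596 ± 278 (SD, n = 2) in MOPS-1Cu, with log2FC = 3.50 (standard error 0.32, adjusted p = 3.2e-04). CQW49_RS26440 and CQW49_RS26445 were down-regulated, with a log2FC of -1.71 and -1.60. The sigma factor gene *pvdS* had -1.44 and *pvdA* had 1.69, and the median of the cluster was 0.21. At an unadjusted p under 0.05, 10 genes were higher and 10 lower in limma, and adjusted over the list alone 1 was up-regulated and 2 were down-regulated, in a list that the study chose and that is not independent evidence of direction. Against CH4-1Cu, 21 genes were down-regulated in MOPS-1Cu and 0 were up-regulated, with a median of -4.96. Without MeOH-1Cu A, B or C, *mbntH* had 3.55, 3.54 and 3.41, and limma called none of the 26 genes with MOPS. Without MOPS-1Cu A, which leaves 1 MOPS-1Cu library, *pvdA* had 2.33, CQW49_RS23575 2.37, CQW49_RS23580 2.38 and CQW49_RS23595 2.70. CQW49_RS24940 had -1.66 without MOPS-1Cu A and -2.19 without B. Rescaling to the same total also called CQW49_RS24940 (-2.22), CQW49_RS23535 (-1.57) and CQW49_RS23550 (-1.56) down-regulated.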

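The chromosomal siderophore genes CQW49_RS08335, CQW49_RS08340 and CQW49_RS08345 were all up-regulated by copper on methane and all down-regulated by copper on methanol. On methane, CQW49_RS08335 had log2FC = 3.64 (standard error 0.12, adjusted p = 1.4e-10), and CQW49_RS08340 and CQW49_RS08345 had a log2FC of 2.11 and 1.61. On methanol, CQW49_RS08340 had log2FC = -3.96 (standard error 0.12, adjusted p = 3.4e-08), and the others had -3.34 and -3.53. With copper, all 3 were down-regulated on methanol versus methane (-2.79, -3.05 and -1.80). With MOPS, the log2FC against MeOH-1Cu was 1.57, 0.80 and 0.00, with 0 called in limma and 2 higher at an unadjusted p under 0.05. The counts were the same when adjusted over the list alone, which the study chose and which is not independent evidence of direction. CQW49_RS08345 lost its call on methane without CH4-1Cu C (1.48), and CQW49_RS08335 with MOPS had 2.62 without MOPS-1Cu B.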

Another putative siderophore gene cluster was found via antiSMASH in the chromosome of *Msn. trichosporium* OB3b (Figure S5), and also responded similarly to copper and carbon source as the plasmid‐encoded metallophore (Figure 5, Sheets 2–7 (Supporting Information)). To independently verify differences found via whole‐cell transcriptomics, RT‐qPCR was also performed for a handful of genes involved in methane oxidation and copper uptake, that is, *pmoA*, *mmoX*, and *mbnA*. Expression of these genes using RT‐qPCR was found to be in agreement with that for more broad transcriptomic data (Figure S6). In line with the transcriptomic analysis of siderophore gene expression (Supporting Information—Set 2), the CAS assay showed siderophore production in *Msn. trichosporium* OB3b grown in iron‐limited NMS medium with methane (with and without copper) or methanol (without copper), but not in cultures of *Msn. trichosporium* OB3b grown on methanol with copper (Figure S7).

## 4 Discussion

Methanotrophic growth on methanol ostensibly generates 50% more reducing equivalents as compared to growth on methane. Therefore, when changing the carbon source from methane to methanol, methanotrophs likely must regulate their metabolism to accommodate for the increased amount and rate of production of these reducing equivalents. Failure in doing so can cause redox imbalance, leading to cellular damage and/or mortality. For example, redox imbalance caused by overgeneration of NADH is harmful as NADH competes with NAD for binding to many enzymes carrying out oxidation, thereby inhibiting their activity (Houtkooper et al. 2010; Szenk et al. 2017). Moreover, release of excessive electrons (or increased reducing equivalent generation) is also tightly linked to oxidative stress (e.g., reactive oxygen species (ROS) generation) that can dramatically increase cell mortality (Shee et al. 2022; Yang et al. 2025).

As expected, when switching the carbon source from methane to methanol, the generation of reducing equivalents significantly increased as indicated by the increase of the NADH/NAD ratio (Figure 4). However, transcriptomic analyses show that genes involved in carbon metabolism (i.e., methanol oxidation, formaldehyde oxidation, serine cycle, and the TCA cycle) were not differentially expressed when *Msn. trichosporium* OB3b was grown with methane versus methanol in the presence or absence of copper (Figure 5D). 

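No gene of methanol oxidation, formaldehyde oxidation, the serine cycle or the EMC pathway was called different between growth on methanol and on methane, with or without copper. With copper, *ftfL*, for formate-tetrahydrofolate ligase, had the largest value, with log2FC = 1.28 (standard error 0.10, adjusted p = 1.1e-05) and a normalized signal of 129333 ± 8145 (SD, n = 3) in MeOH-1Cu and 53500 ± 5823 (SD, n = 3) in CH4-1Cu. *glyA*, for serine hydroxymethyltransferase, had a log2FC of 0.87 and *icd*, for isocitrate dehydrogenase of the TCA cycle, 0.81. Without copper, *phaB* of the EMC pathway had the largest value, with log2FC = 1.28 (standard error 0.09, adjusted p = 8.8e-09), and the methanol dehydrogenase gene *mxaF* had -0.74. In limma, 0 genes of each list passed over all genes and over the list alone. With copper, the genes higher at an unadjusted p under 0.05 were 10 of 11 for formaldehyde oxidation, 7 of 9 for the serine cycle (1 lower), 5 of 14 for *mxa* and 11 of 12 for the EMC pathway. Without copper, they were 9 of 11, 3 of 9, 7 of 14 (2 lower) and 8 of 12. Median log2FC with copper was 0.44 for formaldehyde oxidation, 0.68 for the serine cycle, 0.10 for *mxa* and 0.18 for the TCA cycle. With all libraries rescaled to the same total, *phaB* (1.87) was called without copper.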

Due to the higher net amount of electron release from methanol versus methane oxidation, methanotrophs must enhance strategies to address electron overflow under methanol‐supported growth. In the absence of copper, it is believed that the activity of electron transport proteins is proportional to the cell membrane surface area for those proteins, and ICM structure provides additional inner‐membrane surface area to increase the abundance of these proteins (Howley et al. 2023). Therefore, the formation of ICMs may play an important role in controlling electron overflow. However, TEM images show that cells grown with methanol and copper lack well‐structured ICMs as observed in the methane‐grown cells (Figure S3). The reduced amount and loose structure of ICMs of *Msn. trichosporium* OB3b grown on methanol and copper likely caused inefficient/inhibited electron transport (Szenk et al. 2017), leading to physiological stress that contributed to the lack of growth in the following transfer cultures (Figure 2D).

Unlike *Msn. trichosporium* OB3b, previous studies of methanol metabolism in *Mmc. buryatense* 5GB1 and *Mtv. alcaliphilum* 20Z indicate a shift in core metabolism. That is, in these methanotrophs, expression and utilization of a secondary carbon assimilation pathway (the serine cycle in place of the RuMP pathway) was upregulated when the carbon source was changed from methane to methanol (Fu et al. 2019; Nguyen et al. 2020). This strategy is likely in part to handle electron overflow as the serine cycle is less efficient than the RuMP pathway, that is, the serine cycle consumes rather than produces NAD(P)H (Anthony 1982). Moreover, formate accumulation was observed for both strains when growing on methanol. It would be expected that *Msn. trichosporium* OB3b accumulates formate as a regulatory strategy to reduce NAD(P)H generation when grown on methanol. However, formate accumulation was not observed in *Msn. trichosporium* OB3b grown on methanol and copper in the first growth cycle (Figure 2D). Rather, formate accumulation was observed in the following transfer cultures although there was no growth (Figure 2D). As genes for the formate dehydrogenase (Fdh) were not differentially expressed under all the tested conditions (Figure 5), our results suggest that in the second culture transfer Fdh enzymatic activity was inhibited to prevent additional reducing equivalent production from the conversion of formate to carbon dioxide, possibly by the pH shift of the cultures and/or copper itself as suggested earlier (Jollie and Lipscomb 1991).

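None of the 7 *fdh* genes of formate dehydrogenase was called different with copper on methanol, or between methanol and methane with or without copper. With copper, *fdhG* and *fdhB* had log2FC = 1.48 (standard error 0.09, adjusted p = 3.0e-06) and log2FC = 1.36 (standard error 0.16, adjusted p = 1.2e-04) on methanol versus methane. The normalized signal of *fdhG* was 33567 ± 2021 (SD, n = 3) in MeOH-1Cu and 12067 ± 1266 (SD, n = 3) in CH4-1Cu, and 6 of the 7 genes were higher and 1 lower at an unadjusted p under 0.05 in limma. With copper on methanol, log2FC ran from -0.58 to 0.27, with 0 called, 1 higher and 3 lower at an unadjusted p under 0.05. Without copper, log2FC on methanol versus methane ran from -0.69 to 0.36, with 0 called, 2 higher and 5 lower at an unadjusted p under 0.05. A test of the difference between the copper responses on both substrates called *fdhG* (log2FC = 1.74 (standard error 0.15, adjusted p = 6.1e-07)), and the other 6 genes did not pass. *fdhG* with copper was called up-regulated on methanol versus methane without CH4-1Cu C (1.56), MeOH-1Cu A (1.50) or MeOH-1Cu B (1.50), and *fdhB* without CH4-1Cu C (1.54). With all libraries rescaled to the same total, the difference for *fdhG* was 1.09 and not called.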

On the other hand, adding MOPS enabled *Msn. trichosporium* OB3b to grow over multiple transfers in the presence of methanol and copper (Figure 2E). The cellular NADH/NAH with MOPS, however was not significantly different as compared to *Msn. trichosporium* OB3b grown on methanol and copper without MOPS (Figure 4). Such survival is not due to either: (1) reducing copper availability as MOPS has been shown not to bind copper, and thus does not change copper speciation (Mash et al. 2003) or to (2) enhanced activity of the formate dehydrogenase as expression of *fdh* genes was not appreciably different in the presence versus absence of MOPS (logFC = −1.0 to 1.3, *p* > 0.2; except for *fdhA* with logFC = −2.0 to 1.3, *p* < 10^−10^). 

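With MOPS, *fdhA* was up-regulated and the other 6 genes of formate dehydrogenase did not pass the test. *fdhA*, for the catalytic subunit, rose from a normalized signal of 312333 ± 31723 (SD, n = 3) in MeOH-1Cu to 1360000 ± 113137 (SD, n = 2) in MOPS-1Cu, with log2FC = 2.12 (standard error 0.21, adjusted p = 4.1e-04). The regulator gene *fdhR* had a log2FC of 1.47, *fdhB* and *fdhG* had 1.32 and 1.04, *fdhA2* had 0.79, *fdhC* had 0.60 and *fhdD* had -0.02. At an unadjusted p under 0.05, 6 genes were higher and 0 lower in limma, and adjusted over the list alone 1 was up-regulated, in a list that the study chose and that is not independent evidence of its direction. Against CH4-1Cu, *fdhA* (2.79) and *fdhG* (2.52) were up-regulated in MOPS-1Cu, and 3 genes when adjusted over the list alone. *fdhA* lost its call with MOPS without MeOH-1Cu A (2.12), B (2.06) or C (2.20). Without MOPS-1Cu A, which leaves 1 MOPS-1Cu library, *fdhB* had 1.73 and *fdhR* 1.74.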

The survival of *Msn. trichosporium* OB3b under this growth condition may be a consequence of MOPS buffering the growth medium to prevent significant pH shifts, enabling *Msn. trichosporium* OB3b to maintain metabolism. This hypothesis is supported by the finding that transcriptomic analyses showed genes involved in carbon metabolism (i.e., methanol oxidation, formaldehyde oxidation, serine cycle) were significantly down‐regulated in *Msn. trichosporium* OB3b when grown in the presence of methanol, copper, and MOPS as compared to methanol and copper alone (Figure 5E). 

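MOPS down-regulated 4 of the 11 genes of formaldehyde oxidation and 3 of the 9 genes of the serine cycle and up-regulated none of them. In formaldehyde oxidation, *mtdB*, for methylene-tetrahydromethanopterin dehydrogenase, had a log2FC of -2.40 (standard error 0.25), the formylmethanofuran dehydrogenase genes *fhcA* and *fhcB* had -2.05 and -1.68, and *ftfL* had -1.85. *fae1*, for the formaldehyde-activating enzyme, had -0.61 and did not pass. In the serine cycle, *ppc*, for phosphoenolpyruvate carboxylase, fell from a normalized signal of 56767 ± 5879 (SD, n = 3) in MeOH-1Cu to 6775 ± 502 (SD, n = 2) in MOPS-1Cu, with log2FC = -3.06 (standard error 0.16, adjusted p = 6.4e-05). *mtkB* (CQW49_RS12260) and *gckA*, for glycerate kinase, had a log2FC of -2.36 and -1.98, and *glyA* had -1.45 and did not pass. The medians were -2.04 for formaldehyde oxidation and -2.06 for the serine cycle. Adjusted over each list alone, 4 and 6 genes were down-regulated, and the study chose both lists, so this is not independent evidence of direction. With libraries left out in turn, the medians ranged from -2.06 to -1.81 and from -2.47 to -1.89. Without MeOH-1Cu A, B or C limma called 0 genes of either list, while rescaling to the same total added calls for *glyA* (-1.75), *hprA* (-2.69) and *mtkA* (-2.35). The paper proposes that MOPS may let the cells maintain metabolism by buffering the medium against shifts in pH, and cites the lower expression of these genes with MOPS for it.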

Overall, our findings suggest that such changes could then protect *Msn. trichosporium* OB3b from potential oxidative damage. Interestingly, *Msn. trichosporium* OB3b can repeatedly grow on methanol in the absence of copper without formate accumulation (Figure 1C) but with an increased NADH/NAD ratio as compared to growth on methane in either the presence or absence of copper (Figure 2A,B). Such data support the conclusion that excess reductant generation alone is not sufficient to prevent growth, especially as transcriptomic analyses found no significant change in expression of genes for carbon metabolism for growth on methanol without copper as compared to growth on methanol with copper (Figure 5B).

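On methanol, no gene of methanol oxidation, formaldehyde oxidation, the serine cycle or the EMC pathway was called different in the presence versus absence of copper. *mxaF* and *mxaI*, for the subunits of the calcium-dependent methanol dehydrogenase, had log2FC = -1.05 (standard error 0.13, adjusted p = 2.0e-04) and log2FC = -1.18 (standard error 0.10, adjusted p = 2.4e-05), and *xoxF5*, for the lanthanide-dependent enzyme, had log2FC = -1.19 (standard error 0.25, adjusted p = 0.0037). The normalized signal of *mxaF* was 1166667 ± 120554 (SD, n = 3) in MeOH-1Cu and 2415000 ± 77782 (SD, n = 2) in MeOH-0Cu. In the serine cycle, *ppc* had the highest log2FC, 0.95. The genes *sga* (0.81) and *hprA* (0.69) stand in the study's lists for both the serine cycle and the EMC pathway, so the counts of these lists share genes. Limma called 0 genes of each list, over all genes and over the list alone. At an unadjusted p under 0.05, 3 of 14 *mxa* genes were higher and 5 lower, 6 of 11 formaldehyde oxidation genes were higher and 2 lower, 5 of 9 serine cycle genes were higher and 1 lower, and 9 of 12 EMC genes were higher. Tested for a difference between the copper responses on both substrates, 0 genes of these 4 lists passed, with 2 higher and 2 lower of the *mxa* genes, 3 and 1 for formaldehyde oxidation, 7 and 1 for the serine cycle and 2 and 3 for the EMC pathway at an unadjusted p under 0.05. With all libraries rescaled to the same total, *ppc* (1.63) was called up-regulated by copper, and the difference for *mxaH* (-1.52) was called.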

Biosynthesis of siderophores may be another approach used by *Msn. trichosporium* OB3b to defend against metabolic stress from methanol oxidation. That is, besides iron uptake, siderophores can have other functions, for example, managing oxidative stress (Kramer et al. 2020). For example, deletion of enterobactin genes in *E. coli* disrupted its growth in minimal medium but growth was restored by adding enterobactin in the absence of iron as enterobactin can scavenge ROS produced via Fenton's reaction (Adler et al. 2014). Further, siderophores have been found to defend against oxidative stress in methylotrophs that grow on methanol (Juma et al. 2022). 

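Without copper, all 26 genes of the plasmid siderophore cluster and all 3 of the chromosomal cluster were up-regulated on methanol versus methane. The sigma factor gene *pvdS* had a normalized signal of 44450 ± 2475 (SD, n = 2) in MeOH-0Cu, with log2FC = 3.87 (standard error 0.08, adjusted p = 1.5e-15) against CH4-0Cu. *mbntH*, for a helper protein of peptide synthetases, had a log2FC of 4.10, and the cluster ran from 1.73 in CQW49_RS23530 to 4.37 in CQW49_RS23580, with a median of 3.23. On the chromosome, CQW49_RS08335, CQW49_RS08340 and CQW49_RS08345 had 4.19, 3.02 and 3.34. The counts were 26 and 3 when adjusted over each list alone, and the study chose both lists, so they are not independent evidence of direction. With libraries left out in turn, the plasmid median stayed between 3.13 and 3.37.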

As shown in Figure 5B and Sheet 6 (Supporting Information), the expression of two siderophore gene clusters was upregulated when *Msn. trichosporium* OB3b was grown on methanol in the absence of copper, with growth over multiple transfers occurring (Figure 2C). However, growth of *Msn. trichosporium* OB3b was limited in the presence of methanol and copper, with the concomitant finding that expression of these siderophore gene clusters was significantly repressed (Figure 5B,D). The transcriptional regulation of siderophore gene expression is consistent with the CAS assay, showing (a) siderophore(s) was(were) indeed produced when *Msn. trichosporium* OB3b was grown on methanol without copper, but not when grown on methanol with copper (Figure S7). Thus, in *Msn. trichosporium* OB3b, the differential regulation of expression and biosynthesis of these siderophores may serve as oxidative stress defence as iron associated with biomass remained constant under all methanol‐growth conditions (Figure 3).

Interestingly, the two putative siderophore gene clusters were inversely regulated under methane‐growth conditions versus methanol‐growth conditions. That is, both siderophore gene clusters were up‐regulated in *Msn. trichosporium* OB3b grown on methane in the presence versus absence of copper w (Figure 5A,B). 

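The copper response of both siderophore clusters differed between methanol and methane, tested as the copper effect on methanol minus the copper effect on methane. All 26 genes of the plasmid cluster and all 3 of the chromosomal cluster passed, each with a more negative response on methanol. *mbntH* had the largest difference (log2FC = -11.48 (standard error 0.18, adjusted p = 2.2e-14)) and the sigma factor gene *pvdS* had log2FC = -9.71 (standard error 0.25, adjusted p = 9.4e-13). The smallest was in CQW49_RS23530 (-3.41), and the median of the 26 genes was -8.46. On the chromosome, the differences were -6.98 in CQW49_RS08335, -6.07 in CQW49_RS08340 and -5.14 in CQW49_RS08345. Adjusted over each list alone, 26 and 3 passed, and the study chose both lists, so the counts are not independent evidence of direction. With each of the 11 libraries compared left out in turn, 26 plasmid genes were called, and their median lay between -8.62 and -8.35.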

The reason for such differential regulation of siderophores biosynthesis under methane growth conditions is not clear, but suggests that as biomass‐associated iron was highest for *Msn. trichosporium* OB3b when grown on methane in the absence of copper (Figure 3B)—when expression of these siderophores was repressed—that this methanotroph uses an alternative, as yet uncharacterized means to collect iron when grown on methane in the absence of copper. Indeed, transcriptional analysis shows the expression of genes encoding several FecR family proteins (the regulatory protein for ferric citrate transport system) was significantly up‐regulated in methane‐grown cells in the absence of copper that may be responsible for the observed iron uptake (e.g., gene locus tag CQW49_RS21790, CQW49_RS03690, CQW49_RS13700, CQW49_RS02130, CQW49_RS18230. 

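All 5 named FecR genes, for membrane proteins that relay the signal of a loaded iron receptor to a sigma factor, were down-regulated by copper on methane, that is, up-regulated in its absence. CQW49_RS18230 had log2FC = -3.20 (standard error 0.08, adjusted p = 1.2e-11), with a normalized signal of 915 ± 35.2 (SD, n = 3) in CH4-1Cu and 8440 ± 630 (SD, n = 3) in CH4-0Cu. CQW49_RS02130, CQW49_RS13700, CQW49_RS03690 and CQW49_RS21790 had a log2FC of -2.39, -2.21, -2.06 and -1.80. On methanol, copper also down-regulated all 5, from -3.17 in CQW49_RS18230 to -1.84 in CQW49_RS21790. A test of the difference between their copper responses on both substrates called 0 of the 5 in limma, with 0 higher and 1 lower at an unadjusted p under 0.05 and values from -0.30 (adjusted p = 0.062) to 0.03 (adjusted p = 0.82), and without copper their log2FC on methanol versus methane lay between -0.19 and -0.02. The study chose these 5 genes on these libraries, so the count is not independent evidence of their direction. The 22 genes annotated as FecR, a list fixed from product names, include these 5, so the list is not independent of them. Copper on methane down-regulated 5 of the 22, which are the same 5 genes, and none of the others. On methanol it down-regulated 10, these 5 among them, and none was up-regulated on either substrate. Rescaling to the same total turned the list's median on methane from -0.97 to 0.37, with 7 called up-regulated and 1 down-regulated. Without CH4-0Cu C, 1 gene of the 22 was called up-regulated on methane. Rescaled in this way, CQW49_RS02130 (-1.05), CQW49_RS13700 (-0.87), CQW49_RS03690 (-0.72) and CQW49_RS21790 (-0.46) no longer passed on methane, nor did CQW49_RS21790 on methanol (-1.15).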

Sheet 3 (Supporting Information)).

Regarding the role(s) of these putative siderophores for growth in the presence of methane and copper, several possibilities exist. First, they may enhance the activity of various proteins involved in energy metabolism/electron transport, for example, various cytochromes embedded in the ICMs, and/or pMMO activity. That is, although copper is well known to affect pMMO activity, it has been reported that iron stimulates pMMO activity as well (Martinho et al. 2007) and these siderophore(s) may preferentially deliver iron to the ICM/periplasm as reported for pyoverdine (Bonneau et al. 2020). Second, it is possible that the primary function of these metallophores is not to bind iron, but some other trace metal, for example, it has been recently shown that methylolanthanin, a modified form of the siderophore rhodopetrobactin, will bind lanthanum (Juma et al. 2022). Third, these siderophores may also aid in handling redox stress under pMMO‐expressing conditions as suggested above for growth on methanol in the absence of copper.

## 5 Conclusions

In conclusion, herein we show that *Msn. trichosporium* OB3b makes significant metabolic adjustments to grow on methanol versus methane—particularly in the presence of copper—to handle oxidative stress resulting from the overflow of reducing equivalent generation. In addition, our data indicate that copper may inactivate the formate dehydrogenase, leading to a deleterious decrease in pH of the growth medium. We would like to note that systematic investigation of methanol metabolism in methanotrophs is limited, especially among Alpha‐proteobacteria methanotrophs. Although many methanotrophs have been reported able to grow on methanol, such data may be erroneous, for as we show here for *Msn. trichosporium* OB3b, growth on methanol only repeatedly occurs in the absence of copper. Indeed, we would like to note that there are contradictory statements in the literature as to whether *Msn. trichosporium* OB3b can grow on methanol, with the original characterization of this strain stating that it cannot (Whittenbury et al. 1970), while subsequent studies, including some from our own laboratory, suggest that it can (Farhan Ul Haque et al. 2017). Furthermore, it appears that the expression and biosynthesis of putative siderophores may play a critical role in enabling methanotrophic growth in the presence of copper. At this time, we do not know what metal(s) these siderophores may preferentially bind, and further research is thus needed to address this open question.

## Author Contributions

Peng Peng and Jeremy D. Semrau contributed equally to conceptualization as well as data collection, curation, analyses, and investigation. Peng Peng took the lead in drafting the initial manuscript while Jeremy D. Semrau took the lead in manuscript review and editing, as well as funding acquisition and project administration.

## Funding

This work was supported by the National Science Foundation (241864).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** Supporting Information.

## Data Availability

The transcriptomic datasets generated during and/or analyzed during the current study are available at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE310588.

# Supplementary material for: Impact of Copper on the Physiology and Transcriptome of Methylosinus Trichosporium OB3b Grown on Either Methane or Methanol
**Source:** Environ Microbiol. 2026 Jan 16;28(1):e70245. doi: 10.1111/1462-2920.70245
**Supplement:** Supplementary file 1 — Data S1: Supporting Information.

Table S1. Methanol growth and presence of MMO genes in methanotrophs

| **Strain** | ***pmoCAB*** | **sMMO** | **Methanol growth** | **Reference** |
| --- | --- | --- | --- | --- |
| **Gammaproteobacteria** |  |  |  |  |
| *Methylobacter tundripaludum* SV96 | Yes | No | Yes (poor to no growth) | (Wartiainen et al., 2006b) |
| *Methylocaldum szegediense* O-12 | Yes | No | No | (Eshinimaev et al., 2004) |
| *Methylocaldum marinum* S8 | Yes | Yes | Yes | (Takeuchi et al., 2014) |
| *Methylococcus capsulatus* Bath | Yes | Yes | Yes | (Prior and Dalton, 1985) |
| *Methyloparacoccus murrellii* R-49797 | Yes | No | Yes | (Hoefman et al., 2014b) |
| *Methyloglobulus morosus* KoM1 | Yes | No | Yes | (Deutzmann et al., 2014) |
| *Methylomagnum ishizawai* RS11D-Pr | Yes | Yes | Yes | (Khalifa et al., 2015) |
| *Methylomicrobium agile* A30 | Yes | No | Yes | (Whittenbury et al., 1970) |
| *Methylomicrobium album* BG8 | Yes | No | Yes | (Whittenbury et al., 1970) |
| *Methylomicrobium alcaliphilum* 20Z | Yes | No | Yes | (Nguyen et al., 2020) |
| *Methylomicrobium buryatense* 5GB1 | Yes | Yes | Yes | (Fu et al., 2019) |
| *Methylomonas albis* EbA | Yes | Yes | No | (Bussmann et al., 2021) |
| *Methylomonas lenta*  R-45377 | Yes | Yes | Yes | (Hoefman et al., 2014a) |
| *Methylomonas montana* MW1 | Yes | No | Yes | (Suleimanov et al., 2023) |
| *Methylosarcina fibrata* AML-C10 | Yes | No | Yes | (Wise et al., 2001) |
| *Methylovulum miyakonense* HT12 | Yes | Yes | Yes | (Iguchi et al., 2011) |
| *Methylohalobius crimeensis* 10Ki | Yes | No | Yes | (Heyer et al., 2005) |
| **Alphaproteobacteria** |  |  |  |  |
| *Methylocapsa acidiphila* B2 | Yes | No | Yes | (Dedysh et al., 2002) |
| *Methylocapsa aurea* KYG | Yes | No | Yes | (Dunfield et al., 2010) |
| *Methylocella silvestris* BL2 | No | Yes | Yes | (Dunfield et al., 2003) |
| *Methyloferula stellata* AR4 | No | Yes | Yes | (Vorobev et al., 2011) |
| *Methylocystis silviterrae* FT | Yes (2) | No | Yes | (Tikhonova et al., 2021) |
| *Methylocystis hirsute* CSC1 | Yes | Yes | Yes | (Lindner et al., 2007) |
| *Methylocystis parvus* OBBP | Yes (2) | No | Yes (need pre-adaption) | (Hou et al., 1979) |
| *Methylocystis* sp. strain Rockwell | Yes | No | Yes (poor growth) | (Tays et al., 2018) |
| *Methylocystis rosea* SV97 | Yes (2) | No | No | (Wartiainen et al., 2006a) |
| *Methylocystis* sp. SB2 | Yes | No | No | (Im et al., 2011) |
| *Methylocystis hydrogenophila* SC2 | Yes (2) | No | No | (Guo et al., 2025) |
| *Methylosinus sporium* NCIMB11126 | Yes | Yes | Yes | (Bowman et al., 1993) |
| *Methylosinus* sp. Ce-a6 | Yes | No | Yes | (Kato et al., 2020) |
| *Methylosinus* sp. 29/M242/M169 | Yes | Yes | Yes | (Kip et al., 2011) |

Table S2. RNA sequencing and mapping for *Msn. trichosporium* OB3b under different growth conditions

| **Condition** | **Read numbers** | **Mapped reads (%)** |
| --- | --- | --- |
| CH4-0CuA | 6.88E+07 | 91.44 |
| CH4-0CuB | 9.19E+07 | 89.34 |
| CH4-0CuC | 7.95E+07 | 87.15 |
| CH4-1CuA | 7.91E+07 | 72.67 |
| CH4-1CuB | 8.69E+07 | 74.3 |
| CH4-1CuC | 7.91E+07 | 72.67 |
| MeOH-0CuA | 1.03E+08 | 88.51 |
| MeOH-0CuB | 1.13E+08 | 88.53 |
| MeOH-1CuA | 6.87E+07 | 79.78 |
| MeOH-1CuB | 7.71E+07 | 83.61 |
| MeOH-1CuC | 8.27E+07 | 83.63 |
| MOPS-1CuA | 8.85E+07 | 65.84 |
| MOPS-1CuB | 8.46E+07 | 66.44 |

Table S3. Primers used in this study

| Targeted gene | Primer name and sequence (5’―3’)^a^ | Application | Reference |
| --- | --- | --- | --- |
| *pmoA* | pmoA_F (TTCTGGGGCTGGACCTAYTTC)  pmoA_R (CCGACAGCAGCAGGATGATG) | RT-qPCR | (Knapp et al., 2007) |
| *mmoX* | mmoX_F (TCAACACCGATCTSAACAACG)  mmoX_R (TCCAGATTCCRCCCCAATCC) | RT-qPCR | (Knapp et al., 2007) |
| *mbnA* | qmbnA_F (TGGAAACTCCCTTAGGAGGAA)  qmbnA_R (CTGCACGGATAGCACGAAC) | RT-qPCR | (Semrau et al., 2013) |
| 16S rRNA | Eub_341F (CCTACGGGAGGCAGCAG)  Eub_534R (ATTACCGCGGCTGCTGGC) | RT-qPCR | (Muyzer et al., 1993) |

^a^ Y, S, and R are the IUPAC DNA codes for the C/T, C/G, and A/G nucleobases, respectively.

Table S4. Maximum OD_600_ and growth rate of *Msn. trichosporium* OB3b under different growth conditions. NG = no growth.

| **Growth Condition** | **1^st^ cycle** | | **2^nd^ cycle** | |
| --- | --- | --- | --- | --- |
|  | **Max OD_600_** | **Growth rate** | **Max OD_600_** | **Growth rate** |
| CH4-0Cu | 0.71 ± 0.01 | 1.45 ± 0.1 | 0.72 ± 0.12 | 1.65 ± 0.1 |
| CH4-1Cu | 0.82 ± 0.01 | 1.55 ± 0.04 | 0.84 ± 0.1 | 1.65 ± 0.06 |
| Methanol-0Cu | 0.74 ± 0.07 | 1.34 ± 0.04 | 0.74 ± 0.02 | 1.34 ± 0.01 |
| Methanol-1Cu | 0.69 ± 0.06 | 1.31 ± 0.04 | NG | NG |
| MOPS-1Cu | 0.79 ± 0.01 | 1.38 ± 0.01 | 0.83 ± 0.11 | 1.4 ± 0.06 |

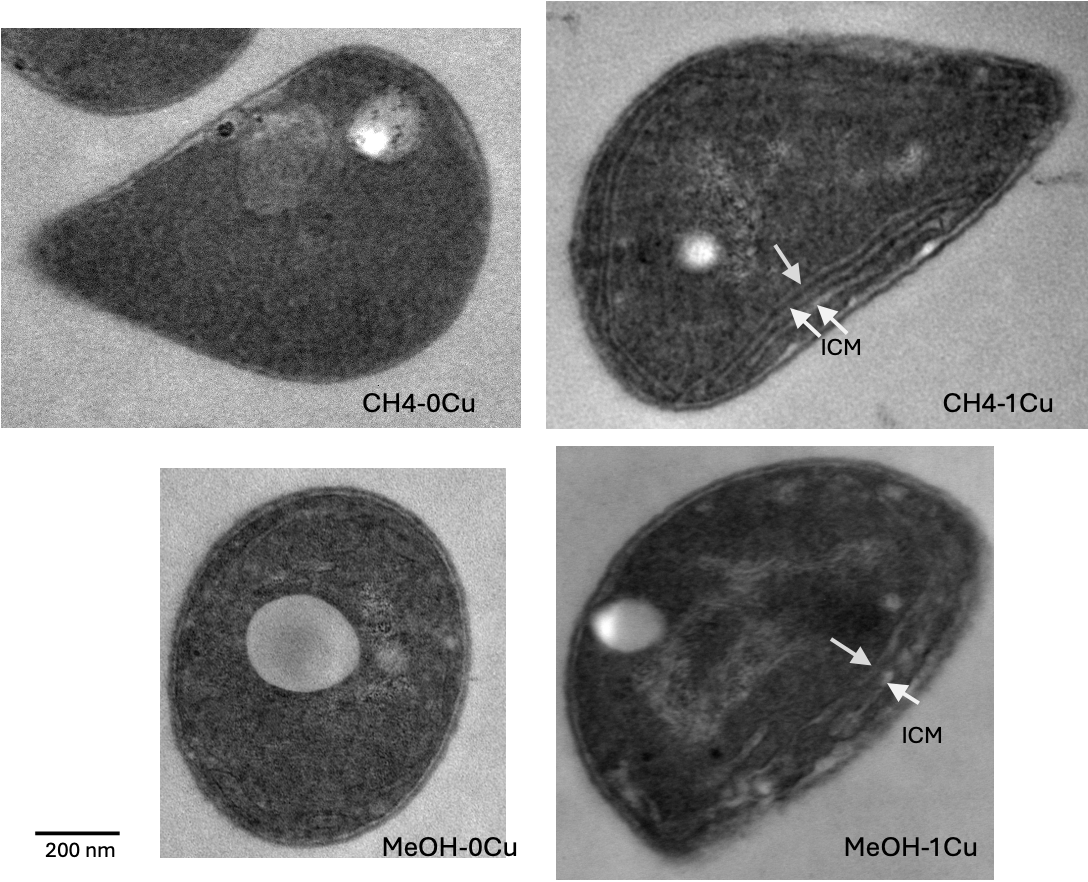

Fig S1. TEM images of *Msn. trichosporium* OB3b grown under different conditions.

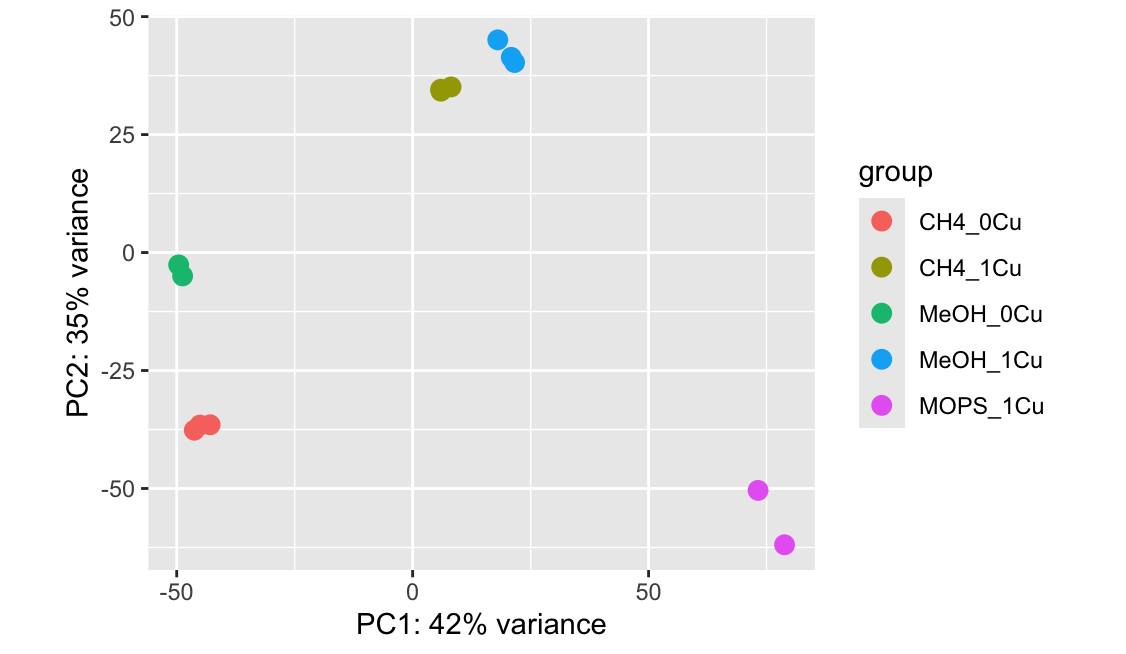

Fig S2. Principal component analysis (PCA) of the overall transcriptome of *Msn. trichosporium* OB3b grown with either methane or methanol andin the presence or absence of copper (1 μM).

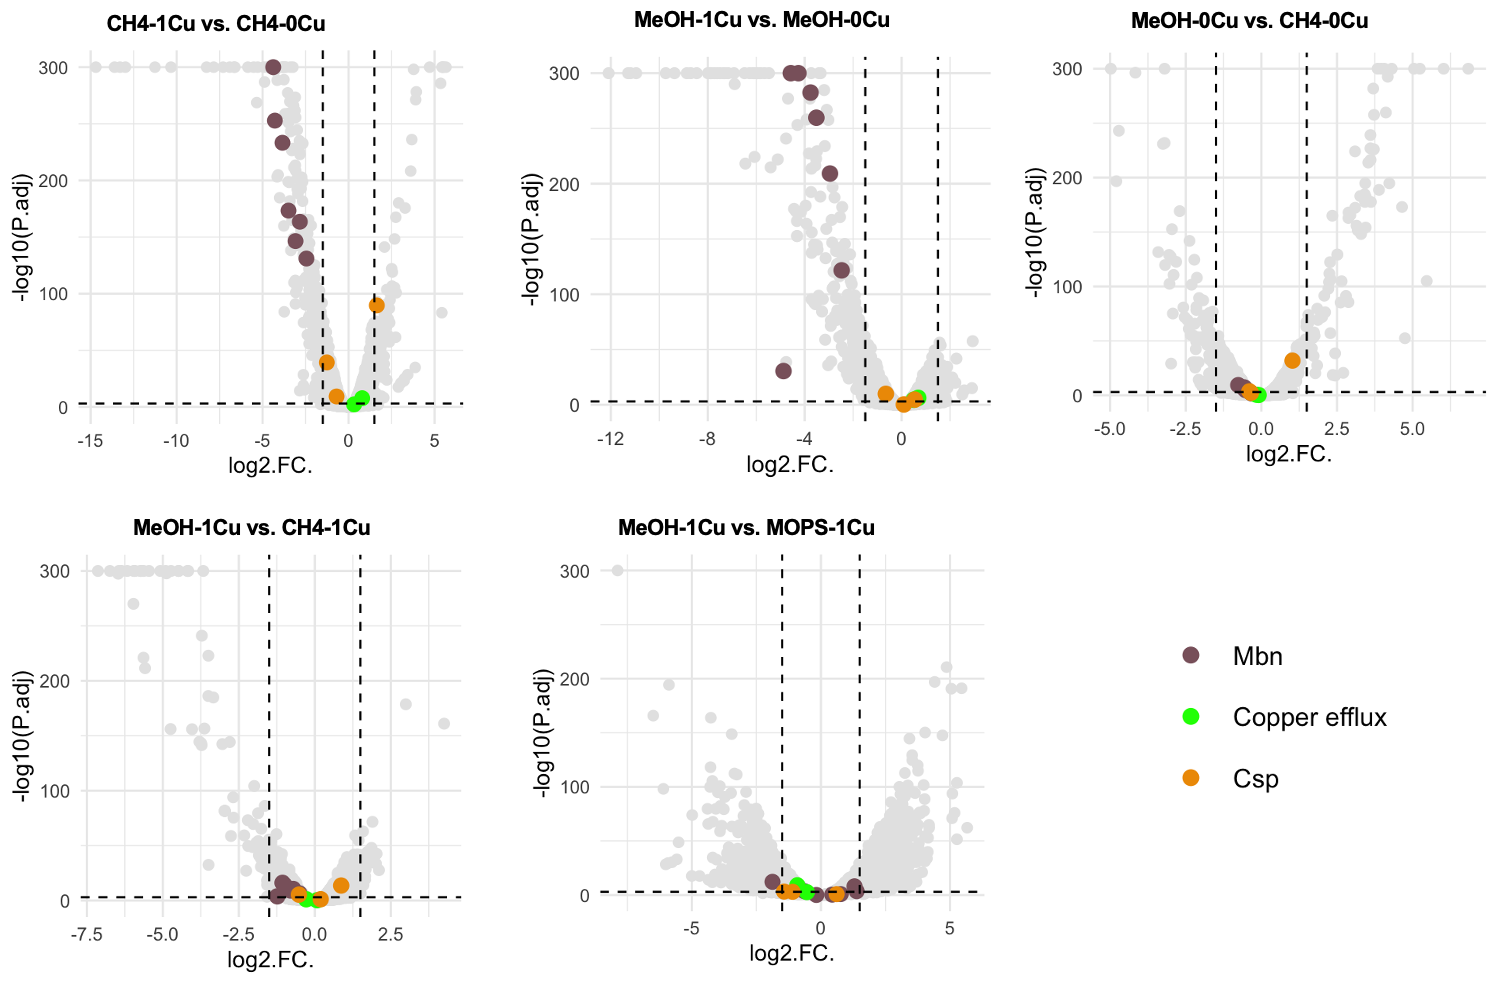

Fig S3. Volcano plots showing differential gene expression of *Msn. trichosporium* OB3b grown with either methane or methanol in the presence or absence of copper(1 μM ) and also with or without 40 mM PBS or 20 mM MOPS. The y-axis represents the negative log_10_ of the adjusted p value (−log_10_(P.adj)). Significance thresholds, indicated by grey dashed lines, are set at an absolute log_2_-fold change value (log_2_FC) ≥ 1.5 and an adjusted p value ≤ 0.001. Differentially expressed genes with −log10(P.adj) value < 300 were plotted using a −log10(P.adj) value of 300 to facilitate graphical presentation.

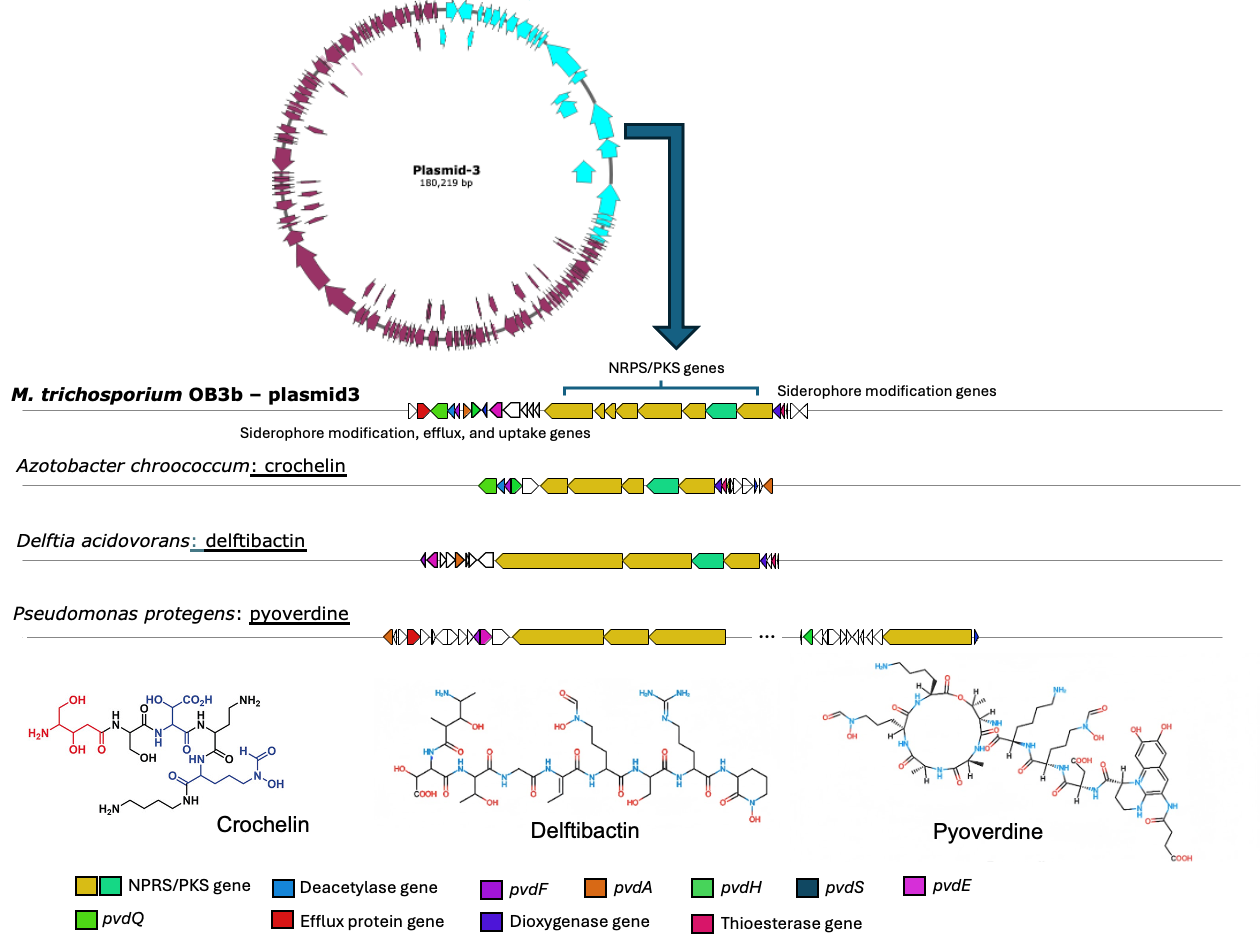

Fig S4. Comparison of the plasmid encoded putative siderophore gene clusters of *Msn. trichosporium* OB3b with other known/similar siderophore gene clusters encoded by various bacterial species. The structure of the siderophores produced by each bacterial species are shown. Genes with matching colors are interrelated with significant sequence similarity.

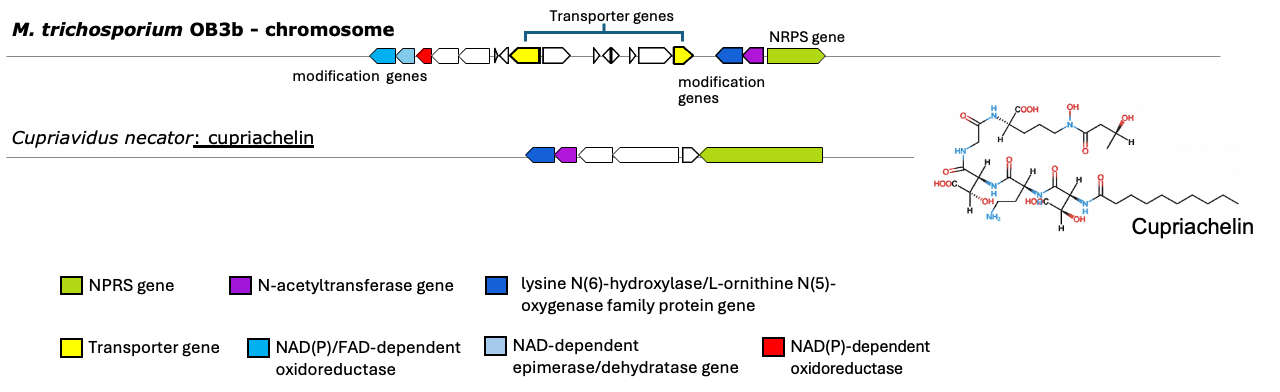

Fig S5. Comparison of the chromosome encoded putative siderophore gene clusters of *Msn. trichosporium* OB3b with the cupriachelin gene clusters encoded by *Cupriavidus necator*. The structure of the siderophores produced by each bacterial species are shown. Genes with matching colors are interrelated with significant sequence similarity.

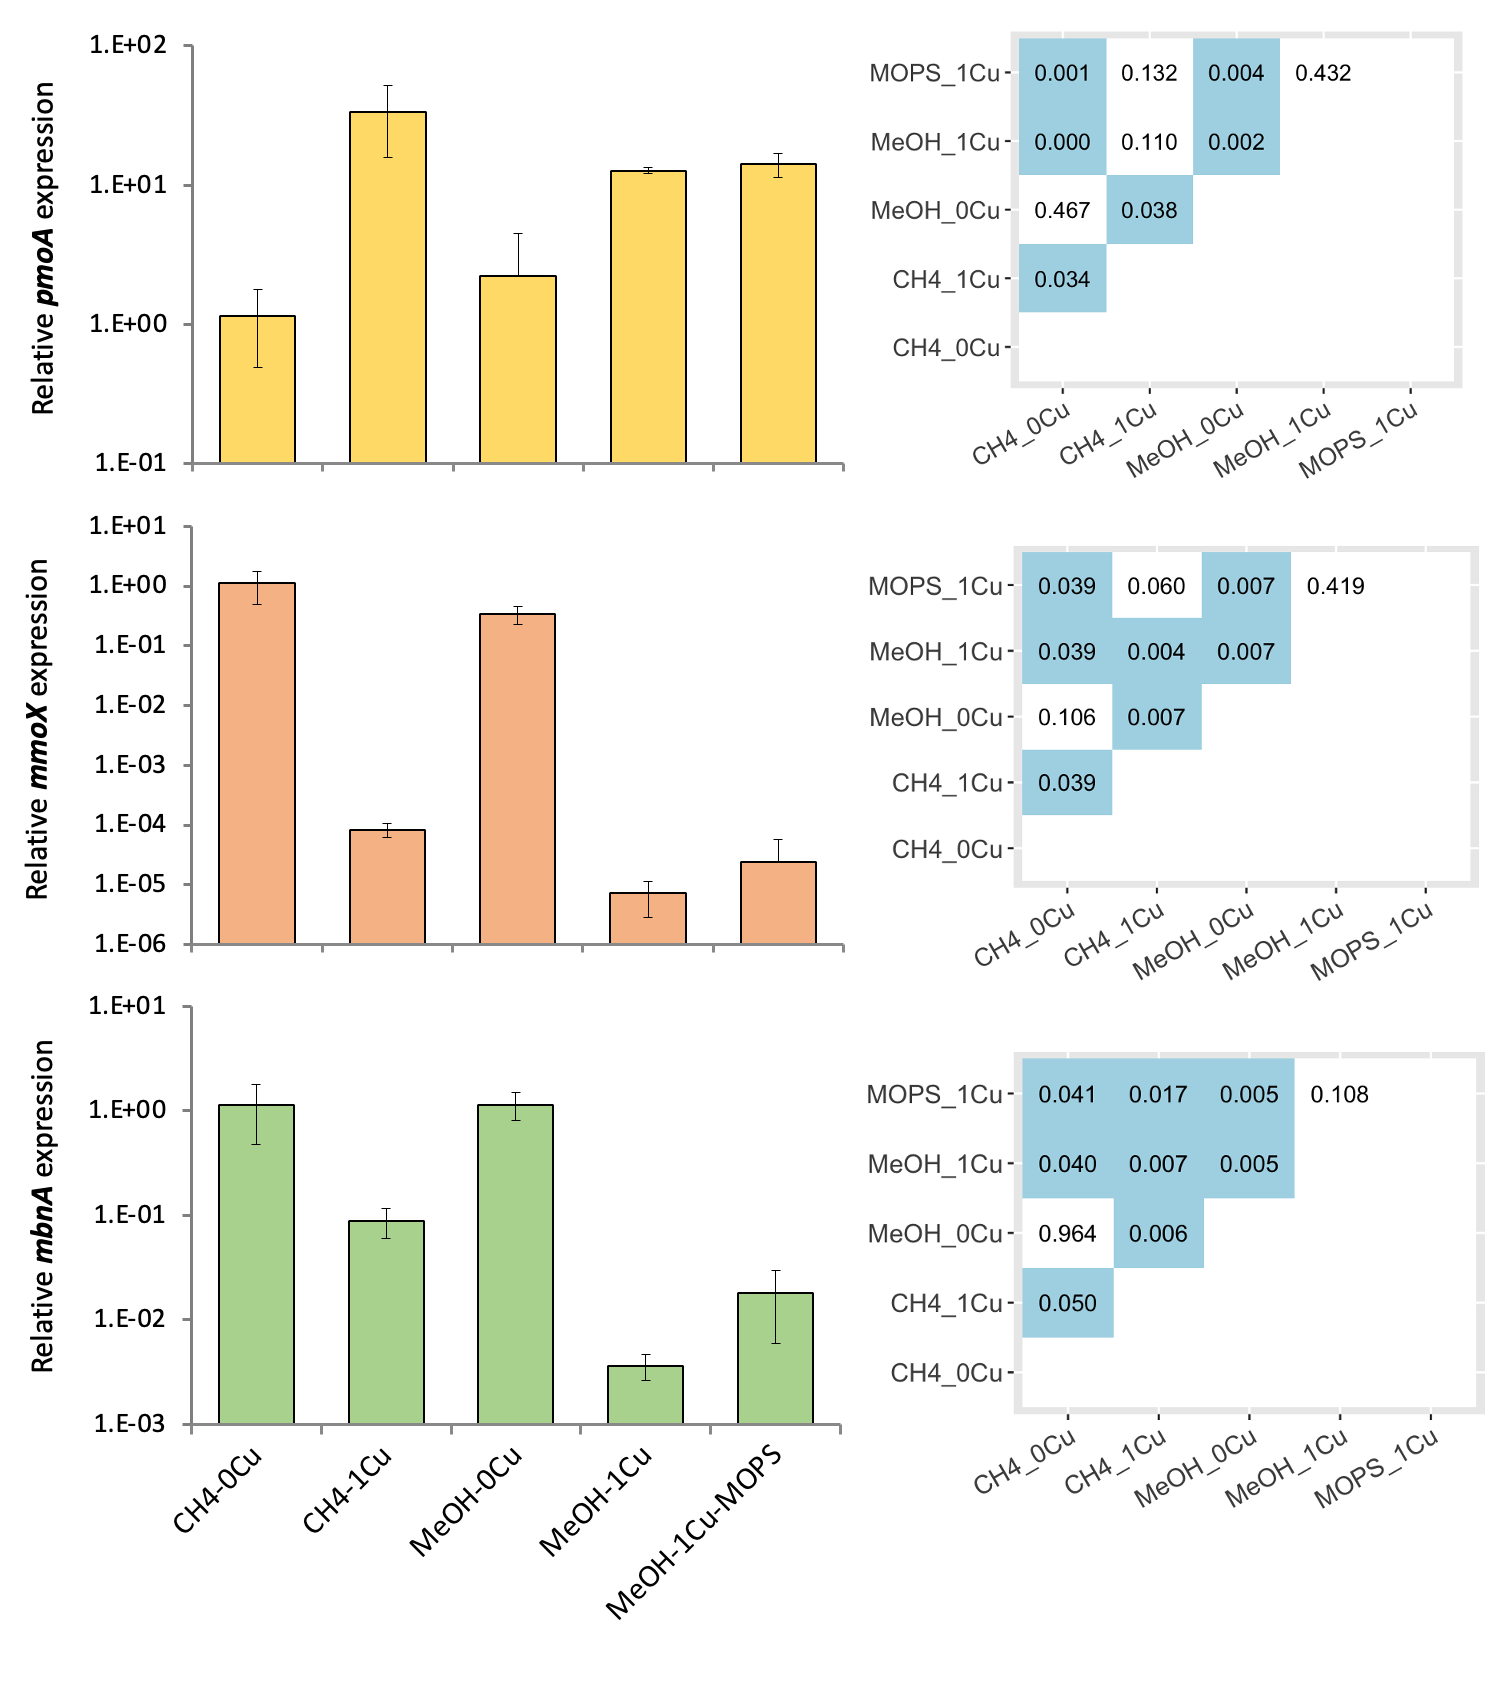

Fig S6. RT-qPCR analysis of the relative expression of *pmoA*, *mmoX*, *mbn* genes in *Msn. trichosporium* OB3b grown on methane and methanol in the presence/absence of 1 µM copper and 20 mM MOPS. Error bars indicate standard deviations from triplicate biological cultures (left panel). Heatmap showing p values based on t-test from pairwise comparisons. p values less than 0.05 are highlighted in blue.

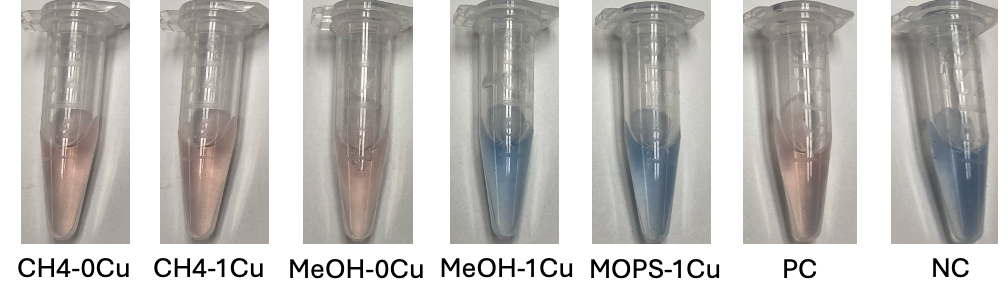

Fig S7. CAS assay of the supernatant of *Msn. trichosporium* OB3b cultures grown in iron-limited NMS medium under different conditions. The reaction of positive control (PC) contains 10 μM desferrioxamine b. Autoclaved iron-limited NMS medium was used for the negative control reaction (NC).

References

Bowman, J.P., Sly, L.I., Nichols, P.D., and Hayward, A. (1993) Revised taxonomy of the methanotrophs: description of Methylobacter gen. nov., emendation of Methylococcus, validation of Methylosinus and Methylocystis species, and a proposal that the family Methylococcaceae includes only the group I methanotrophs. *Int J Syst Evol Microbiol* **43**: 735-753.

Bussmann, I., Horn, F., Hoppert, M., Klings, K.-W., Saborowski, A., Warnstedt, J., and Liebner, S. (2021) Methylomonas albis sp. nov. and Methylomonas fluvii sp. nov.: two cold-adapted methanotrophs from the river Elbe and emended description of the species Methylovulum psychrotolerans. *Syst Appl Microbiol* **44**: 126248.

Dedysh, S.N., Khmelenina, V.N., Suzina, N.E., Trotsenko, Y.A., Semrau, J.D., Liesack, W., and Tiedje, J.M. (2002) Methylocapsa acidiphila gen. nov., sp. nov., a novel methane-oxidizing and dinitrogen-fixing acidophilic bacterium from Sphagnum bog. *Int J Syst Evol Microbiol* **52**: 251-261.

Deutzmann, J.S., Hoppert, M., and Schink, B. (2014) Characterization and phylogeny of a novel methanotroph, Methyloglobulus morosus gen. nov., spec. nov. *Syst Appl Microbiol* **37**: 165-169.

Dunfield, P.F., Khmelenina, V.N., Suzina, N.E., Trotsenko, Y.A., and Dedysh, S.N. (2003) Methylocella silvestris sp. nov., a novel methanotroph isolated from an acidic forest cambisol. *Int J Syst Evol Microbiol* **53**: 1231-1239.

Dunfield, P.F., Belova, S.E., Vorob'ev, A.V., Cornish, S.L., and Dedysh, S.N. (2010) Methylocapsa aurea sp. nov., a facultative methanotroph possessing a particulate methane monooxygenase, and emended description of the genus Methylocapsa. *Int J Syst Evol Microbiol* **60**: 2659-2664.

Eshinimaev, B.T., Medvedkova, K., Khmelenina, V., Suzina, N., Osipov, G., Lysenko, A., and Trotsenko, Y.A. (2004) New thermophilic methanotrophs of the genus Methylocaldum. *Microbiology* **73**: 448-456.

Fu, Y., He, L., Reeve, J., Beck, D.A., and Lidstrom, M.E. (2019) Core metabolism shifts during growth on methanol versus methane in the methanotroph Methylomicrobium buryatense 5GB1. *MBio* **10**: e00406-00419.

Guo, K., Heimerl, T., Hakobyan, A., Han, D., and Liesack, W. (2025) Methylocystis hydrogenophila sp. nov.—A Type IIa Methanotrophic Bacterium Able to Utilize Hydrogen as an Alternative Energy Source. *Microorganisms*.

Heyer, J., Berger, U., Hardt, M., and Dunfield, P.F. (2005) Methylohalobius crimeensis gen. nov., sp. nov., a moderately halophilic, methanotrophic bacterium isolated from hypersaline lakes of Crimea. *Int J Syst Evol Microbiol* **55**: 1817-1826.

Hoefman, S., Heylen, K., and De Vos, P. (2014a) Methylomonas lenta sp. nov., a methanotroph isolated from manure and a denitrification tank. *Int J Syst Evol Microbiol* **64**: 1210-1217.

Hoefman, S., van der Ha, D., Iguchi, H., Yurimoto, H., Sakai, Y., Boon, N. et al. (2014b) Methyloparacoccus murrellii gen. nov., sp. nov., a methanotroph isolated from pond water. *Int J Syst Evol Microbiol* **64**: 2100-2107.

Hou, C., Laskin, A., and Patel, R. (1979) Growth and polysaccharide production by Methylocystis parvus OBBP on methanol. *Appl Environ Microbiol* **37**: 800-804.

Iguchi, H., Yurimoto, H., and Sakai, Y. (2011) Methylovulum miyakonense gen. nov., sp. nov., a type I methanotroph isolated from forest soil. *Int J Syst Evol Microbiol* **61**: 810-815.

Im, J., Lee, S.W., Yoon, S., DiSpirito, A.A., and Semrau, J.D. (2011) Characterization of a novel facultative *Methylocystis* species capable of growth on methane, acetate and ethanol. *Environ Microbiol Rep* **3**: 174-181.

Kato, S., Takashino, M., Igarashi, K., and Kitagawa, W. (2020) Isolation and genomic characterization of a proteobacterial methanotroph requiring lanthanides. *Microbes Environ* **35**: ME19128.

Khalifa, A., Lee, C.G., Ogiso, T., Ueno, C., Dianou, D., Demachi, T. et al. (2015) Methylomagnum ishizawai gen. nov., sp. nov., a mesophilic type I methanotroph isolated from rice rhizosphere. *Int J Syst Evol Microbiol* **65**: 3527-3534.

Kip, N., Ouyang, W., van Winden, J., Raghoebarsing, A., van Niftrik, L., Pol, A. et al. (2011) Detection, isolation, and characterization of acidophilic methanotrophs from Sphagnum mosses. *Appl Environ Microbiol* **77**: 5643-5654.

Knapp, C.W., Fowle, D.A., Kulczycki, E., Roberts, J.A., and Graham, D.W. (2007) Methane monooxygenase gene expression mediated by methanobactin in the presence of mineral copper sources. *Proc Natl Acad Sci U S A* **104**: 12040-12045.

Lindner, A.S., Pacheco, A., Aldrich, H.C., Costello Staniec, A., Uz, I., and Hodson, D.J. (2007) Methylocystis hirsuta sp. nov., a novel methanotroph isolated from a groundwater aquifer. *Int J Syst Evol Microbiol* **57**: 1891-1900.

Muyzer, G., De Waal, E.C., and Uitterlinden, A.G. (1993) Profiling of complex microbial populations by denaturing gradient gel electrophoresis analysis of polymerase chain reaction-amplified genes coding for 16S rRNA. *Appl Environ Microbiol* **59**: 695-700.

Nguyen, A.D., Park, J.Y., Hwang, I.Y., Hamilton, R., Kalyuzhnaya, M.G., Kim, D., and Lee, E.Y. (2020) Genome-scale evaluation of core one-carbon metabolism in gammaproteobacterial methanotrophs grown on methane and methanol. *Metabolic engineering* **57**: 1-12.

Prior, S.D., and Dalton, H. (1985) The effect of copper ions on membrane content and methane monooxygenase activity in methanol-grown cells of Methylococcus capsulatus (Bath). *Microbiology* **131**: 155-163.

Semrau, J.D., Jagadevan, S., DiSpirito, A.A., Khalifa, A., Scanlan, J., Bergman, B.H. et al. (2013) Methanobactin and MmoD work in concert to act as the ‘copper‐switch’ in methanotrophs. *Environ Microbiol* **15**: 3077-3086.

Suleimanov, R., Tikhonova, E., Oshkin, I., Danilova, O., and Dedysh, S. (2023) Methylomonas montana sp. nov., the first nonpigmented methanotroph of the genus Methylomonas, isolated from mountain river sediments. *Microbiology* **92**: 766-774.

Takeuchi, M., Kamagata, Y., Oshima, K., Hanada, S., Tamaki, H., Marumo, K. et al. (2014) Methylocaldum marinum sp. nov., a thermotolerant, methane-oxidizing bacterium isolated from marine sediments, and emended description of the genus Methylocaldum. *Int J Syst Evol Microbiol* **64**: 3240-3246.

Tays, C., Guarnieri, M.T., Sauvageau, D., and Stein, L.Y. (2018) Combined effects of carbon and nitrogen source to optimize growth of proteobacterial methanotrophs. *Front Microbiol* **9**: 2239.

Tikhonova, E.N., Grouzdev, D.S., Avtukh, A.N., and Kravchenko, I.K. (2021) Methylocystis silviterrae sp. nov., a high-affinity methanotrophic bacterium isolated from the boreal forest soil. *Int J Syst Evol Microbiol* **71**: 005166.

Vorobev, A.V., Baani, M., Doronina, N.V., Brady, A.L., Liesack, W., Dunfield, P.F., and Dedysh, S.N. (2011) Methyloferula stellata gen. nov., sp. nov., an acidophilic, obligately methanotrophic bacterium that possesses only a soluble methane monooxygenase. *Int J Syst Evol Microbiol* **61**: 2456-2463.

Wartiainen, I., Hestnes, A.G., McDonald, I.R., and Svenning, M.M. (2006a) Methylocystis rosea sp. nov., a novel methanotrophic bacterium from Arctic wetland soil, Svalbard, Norway (78 N). *Int J Syst Evol Microbiol* **56**: 541-547.

Wartiainen, I., Hestnes, A.G., McDonald, I.R., and Svenning, M.M. (2006b) Methylobacter tundripaludum sp. nov., a methane-oxidizing bacterium from Arctic wetland soil on the Svalbard islands, Norway (78 N). *Int J Syst Evol Microbiol* **56**: 109-113.

Whittenbury, R., Phillips, K., and Wilkinson, J. (1970) Enrichment, isolation and some properties of methane-utilizing bacteria. *Microbiology* **61**: 205-218.

Wise, M.G., McArthur, J.V., and Shimkets, L.J. (2001) Methylosarcina fibrata gen. nov., sp. nov. and Methylosarcina quisquiliarum sp. nov., novel type 1 methanotrophs. *Int J Syst Evol Microbiol* **51**: 611-621.

How the deposited data were processed for this re-analysis (not part of the article)

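Gene expression was measured by RNA sequencing in 13 libraries of *Msn. trichosporium* OB3b, with 3 libraries each for CH4-0Cu, CH4-1Cu and MeOH-1Cu and 2 each for MeOH-0Cu and MOPS-1Cu. Copper was 0 or 1 µM, methanol 0.25% (v/v) and MOPS 20 mM. The condition and replicate letter of each library were taken from the deposited sample labels, and the doses from the methods of the paper. The methods describe triplicate cultures for all conditions and do not say why 2 conditions have 2 libraries, nor from which transfer cycle the RNA of MeOH-1Cu was taken. They describe RNA from growing cultures, and the paper reports no growth of MeOH-1Cu in the second cycle, which leaves the first.

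Before the values were deposited, the authors checked the reads with FastQC, trimmed them with Cutadapt, mapped them with STAR to the genome of the strain, counted them with featureCounts and compared groups with DESeq2, and they give no versions of these tools. The deposited values are a normalized signal that the authors made from read counts by dividing by one factor per library, with rounding to 3 significant digits, as the multiples of one step among the low values of each library show; the step from counts to this table is not described, and the heading of TPM does not match column sums of 45.6 to 133 M. The table has 4775 entries, of which 2 are duplicates and were dropped, leaving 4773 genes. Gene names and products were read from the same table and from the supplementary workbook.

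Approximate reads assigned to genes, from each total and step, had medians of 65.3 M in CH4-0Cu, 53.9 M in CH4-1Cu, 88.8 M in MeOH-0Cu, 64.9 M in MeOH-1Cu and 52.4 M in MOPS-1Cu. The precision this gave, with the spread between replicates, was a median standard error of a log2FC of 0.09 for copper on methane, 0.10 for copper on methanol, 0.09 and 0.10 between the substrates without and with copper, 0.19 for MOPS and 0.14 for the difference between copper responses.

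Values were analysed as log2 of the value plus 1 with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), over genes with a mean of at least 10 in the libraries compared, and p-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called at the thresholds of the paper, a log2FC of at least 1.5 in size and an adjusted p of at most 0.001. The comparisons were copper minus no copper on methane and on methanol, methanol minus methane without and with copper, MOPS minus no MOPS on methanol with copper, and the difference between the copper responses on both substrates. For the gene groups of the study alone, MOPS-1Cu was also compared with CH4-1Cu and with MeOH-0Cu. Only the groups compared entered each fit. The fit was tested on simulated data with 200 changed genes, and calls in unchanged genes were 0. All simulated groups had the same spread per gene. The real MOPS-1Cu libraries lay 48.8 apart, against at most 21.2 between MeOH-1Cu libraries. The simulation therefore gives no rate of false calls for MOPS. Libraries were also compared by principal components of centred log2 values and by Euclidean distance. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

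Gene lists were of 2 kinds. The study's 14 lists are the sections of Sheet 2 of its workbook: copper efflux, copper storage, Mbn, EMC pathway, serine cycle, TCA cycle, Mxa, formaldehyde oxidation, sMMO, plasmid siderophore, pMMO, Fdh, glycine degradation and chromosomal siderophore genes, where the EMC list was taken for the pathway that the text of the paper calls EMP. A further 23 lists were fixed from product names: ribosomal proteins, aminoacyl-tRNA ligases, ATP synthase, respiratory complex I, terminal oxidases, oxidative stress defence, chaperones and proteases, TonB-dependent receptors, FecR regulators, heme uptake, iron storage, other copper handling, nitrogen fixation, nitrogen assimilation, flagella and chemotaxis, hydrogenases, polyhydroxybutyrate, PQQ and lanthanide methanol dehydrogenase, sulfur use, cation antiporters, toxin-antitoxin systems, phage genes and transposases. Members called were counted over all genes and adjusted over the list alone, and camera of limma was run with a preset correlation of 0.01, a list passing at an adjusted p of at most 0.05. Named genes are every gene that the paper names or lists in Sheet 2, the 5 called genes with the largest rise and the 5 with the largest fall per comparison outside the study's lists with an informative product name and separated groups, and up to 4 members of each other list with the largest change. Values of part of Sheet 1, of Sheet 2 and of the first 1083 entries of Sheet 3 had been seen before this rule was written.

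The lists, the rule for named genes and the alternatives were set before the data were examined, apart from those values of the sheets. The alternatives were pseudocounts of 0.5 and 10, no filter and a filter of 100, rescaling to the same total or by median ratios, all 13 libraries in one fit, library weights, a replicate block, an adjusted p of at most 0.05, leaving out each library, camera with an estimated correlation, and components from the 500 most variable genes. Tests on whole counts were not run, because rounding to 3 significant digits prevents recovery of the counts of most genes. The RT-qPCR, metal, NADH and siderophore assays and the electron micrographs of the paper were not analysed here.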

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

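Of the tests reported here, those of slower growth, of separate controls for the MOPS-1Cu libraries, of 1 switch for siderophore and heme uptake genes and of reads shared between the *pmoCAB* copies were chosen only after the result was seen.

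The MOPS-1Cu libraries lay far from all others, and in gene groups that the paper does not analyse MOPS down-regulated 40 of 56 ribosomal protein genes, 8 of 16 genes of respiratory complex I, 5 of 13 of terminal oxidases and 12 of 22 of nitrogen fixation and up-regulated 2 of 5 of heme uptake, against 0 of each without MeOH-1Cu A, B or C. One odd library is argued against by 1767 genes that differed from the MeOH-1Cu mean by a log2 of at least 1.5 in either MOPS-1Cu library, of which 56.9% did so in the same direction in both and 0 in opposite directions, and with different MeOH-1Cu libraries as controls for A and B at least 51.2% did so, while of 2 MeOH-1Cu libraries set against the third at most 21 genes differed in either and 5 in both. Rescaling to the same total and by median ratios called 1025 and 937 genes, of which 814 and 927 were among the 951 called without rescaling. These rescalings shift every gene of a library alike and moved the median log2FC of all genes by only -0.29 and -0.02. They could hardly have changed the count much, so they do not decide whether the normalization plays a part. Slower growth cannot be told apart from the rest, because the growth rate per day is 1.34 with MOPS and 1.84 without in the text of the paper, a difference of -0.50, but 1.38 ± 0.01 and 1.31 ± 0.04 in the first cycle in its Table S4, and the ribosomal protein genes had a median log2FC of -2.49 with MOPS. A response to MOPS or to the pH it holds may be the source. So may a condition shared by both MOPS-1Cu cultures that the labels do not name, or a different transfer cycle of MeOH-1Cu and MOPS-1Cu. None of these was tested. The paper does not name the cycle, but it describes RNA from growing cultures and no growth of MeOH-1Cu in the second cycle. This leaves the first cycle for MeOH-1Cu.

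Copper acted in opposite directions on methane and on methanol in the plasmid siderophore cluster (median difference -8.46, 26 of 26 genes called), the chromosomal cluster (-6.07, 3 of 3) and the heme uptake genes (-7.63, 4 of 5), as the test of the difference between the copper responses showed. A single library as the cause is argued against by a plasmid median no nearer to 0 than -8.35 with any library left out. Rescaling to the same total or by median ratios left that median no nearer to 0 than -8.48. These rescalings shift every gene of a library alike, and here moved the median of all genes by -0.65 and -0.02. Shifts of that size could not have brought the plasmid median near 0, so a few genes taking most of the signal was not tested as a cause. In MOPS-1Cu A, the median difference from MeOH-1Cu was 3.80 for heme uptake and -0.18 for the plasmid cluster, and in B 2.28 and 0.56. The gap was at least 1.71, and spreads over genes were at most 1.60. Those spreads are over different genes and not between cultures, so they give no error of the gap. Heme uptake and the plasmid cluster thus moved unequally with MOPS, which does not decide whether 1 switch sets their responses to copper. No biological explanation was tested. The paper states that iron in the biomass did not differ significantly between methane plus copper and methanol with or without copper. It also states that this iron was significantly higher on methane without copper than under every other condition.

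The 6 *pmoCAB* genes held a mean of 0.454% of the signal in CH4-1Cu, 0.221% in MeOH-1Cu and 0.643% in MOPS-1Cu, with copper in the medium. Reads shared between both copies and so left unassigned cannot be told apart from a low expression, because the identity of the unassigned reads is not in the values used here, and no biological explanation was tested. The share of unassigned reads is itself uncertain: it is 16.4% to 34.2% with copper and 8.56% to 12.9% without by the paper's Table S2, which repeats the same numbers for CH4-1Cu A and C, but 5.51% to 40.6% and 2.92% to 28.9%, which overlap, when the assigned reads estimated here are set against the read numbers of that table. The within-group SD of log2 values of these genes was 0.40 to 0.59, larger than that of 93.5% to 100% of 200 genes of like level.

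The test of the difference between copper responses called 134 genes with a more positive log2FC for copper on methanol than on methane and 112 with a more negative one. For genes that copper lowers on both substrates, such as the sMMO genes, a positive value is a smaller fall on methanol. Its median was 1.75 for the sMMO genes (4 of 8 called, 6 without CH4-0Cu A, CH4-0Cu C, CH4-1Cu C, MeOH-0Cu B or MeOH-1Cu B), 2.04 for the hydrogenases (13 of 20) and 1.65 for nitrogen fixation (11 of 22). In groups fixed from product names, copper on methane down-regulated 18 of 47 TonB-dependent receptor genes, *mbnT1* and *mbnT2* of the methanobactin list among them. The median of the 47 was -0.50, and 0.84 when rescaled to the same total, with 18 called higher and 9 lower. Copper on methane also down-regulated 13 of 20 hydrogenase genes and up-regulated 4 of 5 heme uptake genes. Copper on methanol down-regulated 25 of the 47 receptor genes and 4 of the 5 heme uptake genes. Methanol versus methane up-regulated 4 heme uptake genes and down-regulated 12 hydrogenase genes without copper, and down-regulated 4 heme uptake genes with copper.

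With 3 libraries against 3 there are 10 splits, too few for a share under 0.05: the real split called 340 genes for copper on methane and 107 for methanol against methane with copper, and the highest other split called 0 in each, so that 1 split of 10 reached the real count.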

How the results depend on the processing

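The fit of the 11 libraries without MOPS was chosen only after the result was seen. No called direction of a named gene reversed under any alternative, among 1089 to 1573 values per setting and 9466 with a library left out. Most alternatives could not have reversed one. Filters, the fits of 13 and 11 libraries and the looser adjusted p leave the log2FC of a gene as it is. Rescaling to the same total moved the median of all genes by at most 1.34 in size, less than the 1.5 of a call. Counts of called genes stayed within 1.5 times under pseudocounts of 0.5 and 10, both filters, rescaling by median ratios, library weights and the 11 libraries in one fit. Rescaled to the same total, copper on methane called 1910 genes higher and 82 lower, and copper on methanol 401 and 136. Methanol versus methane without copper then called 194 and 41, and the difference between copper responses 56 higher and 265 lower. Among study lists that passed camera with or without this rescaling, 2 medians reversed. They were those of the *fdh* genes with copper on methane (0.15) and of the *mbn* genes on methanol versus methane without copper (0.13). Medians of lists from product names, such as FecR regulators and TonB-dependent receptors with copper on methane, also changed sign. By construction this rescaling shifts every gene of a library alike, so that the shift of the median of all genes carries over to each gene. With all 13 libraries in one fit, 88 genes had a more positive copper response on methanol than on methane, and 9 lists passed camera for copper on methanol. For the difference between copper responses, that fit adds only the MOPS-1Cu libraries and leaves each log2FC as it is. The count of 88 therefore changed through the estimated spread, while for the 9 lists the cause was not tested. At an adjusted p of at most 0.05 MOPS called 632 genes higher, through the looser threshold. With an estimated correlation, camera passed 0 lists in each of the 6 comparisons, for example at an adjusted p = 0.43 for the plasmid siderophore cluster with copper on methane, against 4.9e-11 with the preset. The correlation is the only setting that differs between them. With 1 library left out, genes called higher ranged from 98 to 102 for copper on methane, 21 to 48 for copper on methanol (21 without MeOH-0Cu A, 25 without B), 72 to 74 and 22 to 36 for methanol versus methane without and with copper, 126 to 143 for the difference and 0 to 687 with MOPS (1, 0 and 0 without MeOH-1Cu A, B and C, 687 without MOPS-1Cu A). Genes called lower ranged from 236 to 252, 182 to 210, 88 to 94, 72 to 84, 109 to 116 and 0 to 738 (0 without any MeOH-1Cu library) in the same order. A lone library left in a group is assumed to vary like the other groups. The distance between MOPS-1Cu A and B was 48.8, against at most 21.2 between MeOH-1Cu libraries. Counts without MOPS-1Cu A or B are therefore no evidence of further changes. With 2 libraries against 2, MOPS-1Cu against MeOH-0Cu, simulated log2 changes of 3 were called in 0% of genes, while all 8 sMMO genes, with larger changes, were called there. With the replicate letters as a replicate block, 340, 248, 169, 108 and 936 genes were called against 340, 246, 162, 107 and 951, and libraries with the same letter in the groups of these 5 comparisons had correlations across genes of -0.20 to 0.27 after removal of group means, so the letters were not treated as pairing. A true log2 change of 2 with MOPS was called for 23.9% of simulated genes and one of 3 for 40.9%, so that a MOPS result short of the thresholds is weak evidence, and depth left genes with a mean under 10 untested. Components 1, 2 and 3 of the 500 most variable genes held 46.9%, 32.1% and 15.7% of the variance. The quasi-likelihood and DESeq2 tests on recovered counts were not run, since the rounding leaves whole reads unknown for most genes.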

Differences from the paper's values

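The test of the MOPS values in both directions was chosen only after the result was seen. The paper gives ranges of log2FC for gene groups, and each end is set beside the lowest or highest value of the group here, over 16 alternatives set before the data were examined for copper on methane and 15 for the other comparisons. Of these, both filters, the fit of all 13 libraries and the looser adjusted p, and for copper on methane the replicate block, left each such value as it was, so that they do not test it.

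For the pMMO genes with copper on methane, the paper's lowest value is 2.5 and the value here is 1.93 (*pmoC2*), which differed under all 16 alternatives, and the paper's highest is 3 against 3.35 (*pmoA*), which no longer differed without CH4-0Cu B (3.22) or CH4-1Cu C (3.08) and differed under the other 14; Sheet 3 of the paper itself gives 1.86 for *pmoC2* and 3.24 for *pmoA*. On methanol, the paper's lowest is 2.5 and the value here 1.94 (*pmoC2*), which no longer differed when rescaled to the same total (2.63) and differed under the other 14. With MOPS, the paper's range for these genes is 0.6 to 1, and its direction is uncertain. For MeOH-1Cu minus MOPS-1Cu, which Fig. 5E appears to show, the values here run from -2.00 (*pmoC*) to -1.33 (*pmoB*), different under all 15 alternatives. In the direction MOPS-1Cu minus MeOH-1Cu they are 1.33 to 2.00, and MOPS-1Cu minus CH4-1Cu gave 0.25 to 1.23, within the replicate spread of the paper's range.

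For *mmoXYZDBC*, the paper's lowest value is -15 and that here -14.79 (*mmoX*, copper on methane), which no longer differed with library weights (-14.86), without CH4-0Cu A (-14.88) or without CH4-1Cu C (-14.91) and differed under the other 13, though the paper prints whole numbers and -14.79 rounds to -15, and the paper's highest is -8 against -8.92 (*mmoC*, copper on methanol), different under all 15. For the *mbn* genes with copper on methane, the paper's range is -5 to -2 and the values here run from -4.40 (*mbnA*) to -2.34 (*mbnT1*), different at both ends under all 16 by the replicate spread, though all lie inside the paper's range, whose ends are whole numbers. With MOPS, in the direction MeOH-1Cu minus MOPS-1Cu, the paper's lowest is 0.2 and that here -1.89 (*mbnP*), different under all 15; in the direction MOPS-1Cu minus MeOH-1Cu the values run from -1.53 (*mbnM*) to 1.89. For the plasmid siderophore genes, the paper's lowest value with copper on methane is 1.5 against 0.71 (*pvdA*), different under all 16, where Sheet 3 of the paper itself gives 0.68 for *pvdA*, and on methanol -10 against -9.44 (*mbntH*), different under all 15. For the *fdh* genes other than *fdhA*, MeOH-1Cu minus MOPS-1Cu, the paper's range is -1.0 to 1.3 and the values here run from -1.47 (*fdhR*), which no longer differed when rescaled to the same total (-1.18) or without MOPS-1Cu B (-1.21), to 0.024 (*fhdD*), different under all 15. The paper gives a range of -2.0 to 1.3 for *fdhA* and does not name *fdhA2*; *fdhA* had -2.12, within the replicate spread of the lower end, and if the upper end, 1.3, is for *fdhA2*, which is an assumption made here, the value is -0.79, different under all 15. In the direction MOPS-1Cu minus MeOH-1Cu, *fdhA2* had 0.79 and the *fdh* genes other than *fdhA* ran from -0.02 to 1.47, and which direction the paper's MOPS ranges follow is uncertain.

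Sheet 3 of the paper's workbook, for copper on methane, was available only in its first part. Over the 1079 genes whose log2FC could be set beside that part, all values lay within the replicate spread. In it, 96 of 96 genes that the sheet calls up-regulated were also called here. The rest of the sheet was not compared, and genes that it calls down-regulated were not counted. The match is therefore not shown for genes called down-regulated by copper on methane.

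The paper states that methanol oxidation genes did not change with copper, and *mxaF* was down-regulated by copper on methane (-1.66), though not when rescaled to the same total (-0.32), while the other 13 *mxa* genes and *xoxF5* were not called. It states that formate dehydrogenase genes were similar under all conditions, and *fdhA* (-1.64), *fdhB* (-1.55) and *fdhG* (-1.92) were down-regulated by copper on methane, though not when rescaled to the same total (-0.30, -0.21 and -0.58), and *fdhB* not without CH4-1Cu A (-1.37). The other 4 *fdh* genes were not called there. It states that copper storage genes were similar under all conditions, and *csp1* was up-regulated by copper on methane (1.65), with *csp2*, *csp3*, *cusA* and *cusB* not called; Sheet 3 of the paper gives 1.64 for *csp1* and lists it as up-regulated. It states that the plasmid siderophore cluster was up-regulated by copper on methane, and 17 of its 26 genes were called, with *pvdA* (0.71), *fpvA* (0.88) and *pvdF* (1.10) among the 9 that were not, while all 26 were called when rescaled to the same total. It states that methanobactin genes were similar with and without MOPS, and *mbnP* was higher with MOPS (1.89), with the other 8 not called. It states that MOPS lowered the genes of methanol and formaldehyde oxidation, a pathway that its text calls EMP, read here as the EMC pathway of its Sheet 2, and the serine cycle, and 9 of 14, 4 of 11, 4 of 12 and 3 of 9 were called lower and none higher, with *mxaF* (-0.14), *fae1* (-0.61), *glyA* (-1.45) and *xoxF5* (1.61) not called. *glyA* was called lower when rescaled to the same total (-1.75). Without MOPS-1Cu A, which leaves 1 MOPS-1Cu library, *glyA* had -1.52 and *xoxF5* 3.06. At an adjusted p of at most 0.05, or with all 13 libraries in one fit, *hprA*, *sga*, *mtkA*, *mtdA*, *fchA*, *fhcC* and *fhcD* were called lower as well, with library weights all of these but *sga*, and with the replicate block *hprA*, *mtdA*, *fchA* and *fhcC*. Counts without MOPS-1Cu A or B rest on 1 MOPS-1Cu library and are not given here.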

Other observations

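The overlap of the copper responses on both substrates was the test chosen only after the result was seen.

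Besides the siderophore clusters, other genes of iron uptake answered copper in opposite directions on methane and on methanol. The heme receptor gene CQW49_RS12700 had a log2FC of 5.50 with copper on methane and -7.91 on methanol, and *hemP*, for a heme uptake protein, had 3.95 and -3.74. With copper, CQW49_RS12700 had -6.47 on methanol versus methane, and adding MOPS raised it by 5.04 and *hemP* by 3.27. Of 4 genes of iron storage and its control, *irrA* (CQW49_RS16645), for an iron response regulator, was called, with -1.88 with copper on methanol. Over all genes, both siderophore clusters included, 41 called higher with copper on methane were called lower on methanol, against 4.28 if the calls were independent. Further, 93 genes were lower and 12 higher on both substrates, against 10.6 and 0.806. Genes of 1 cluster do not give independent calls, so these expected numbers are only a rough reference. On methane, copper also lowered genes of a nickel-dependent hydrogenase, with CQW49_RS03520 for the large subunit at -5.53 and *cybH* at -5.35. On methanol 0 of 20 hydrogenase genes were called with copper in limma (4 higher and 7 lower at an unadjusted p under 0.05), and the test of the difference gave 5.61 for CQW49_RS03520 and 5.48 for *cybH*. The cytochrome *bd* oxidase genes *cydB* (-2.68) and *cydX* (-2.64), the rubrerythrin gene CQW49_RS06350 (-5.30) and the copper chaperone gene CQW49_RS12550 (-4.95) were likewise lower with copper on methane, while rescaling to the same total took the median of the 13 terminal oxidase genes from -0.33 to 1.01 and left 0 of them called lower in limma. Of 22 nitrogen fixation genes 4 were lower with copper on methane, among them *nifH* (-1.65), with a list median of -1.27 that rescaling to the same total turned to 0.07, with 2 called higher.

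With MOPS, part of the genes of protein synthesis and respiration were called lower. The 56 ribosomal protein genes had a median log2FC of -2.49, with 42 lower when adjusted over the list alone, and the 16 genes of complex I, which feeds electrons from NADH to the respiratory chain, had a median of -2.18, with *nuoN* at -4.24 and *nuoK* at -3.47. The cytochrome *c* oxidase genes *ctaD* and *coxB* had -2.66 and -2.46. The glycine cleavage genes *gcvPA*, *gcvPB* and *gcvH* rose by 6.07, 5.62 and 5.59, and *gcvT* had 4.42 and was not called. *gcvT* (-2.15), *gcvPA* (-1.75) and *gcvPB* (-1.56) were lower with copper on methane, and *gcvT* was lower on methanol versus methane without copper (-3.08), though rescaled to the same total none of the 3 was called on methane (-0.81, -0.41 and -0.22). Without MOPS-1Cu A or B, *gcvT* had 5.44 and 3.40 with MOPS. The thioredoxin gene CQW49_RS16995 had 5.94 and *pqqA*, for the precursor of the methanol dehydrogenase cofactor, 3.35 with MOPS. *nifH* had a normalized signal of 4910 and 4940 in MOPS-1Cu A and B, and 31200, 23500 and 23600 in MeOH-1Cu A, B and C. Without MeOH-1Cu A, B or C, 1, 0 and 0 genes were called higher with MOPS and 0 lower, while medians of the ribosomal protein genes with a library left out lay between -2.56 and -2.44.

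The lists from product names, where not given so far, had these results. They share genes with the lists of the study, so that some calls are counted in both. With copper on methane, the called TonB-dependent receptors include *mbnT1* and *mbnT2*, the chaperones *mmoG* and the transposases CQW49_RS23600 of the plasmid siderophore cluster. The 1 sulfur use gene called up-regulated there is CQW49_RS23575 of that cluster, and the 1 PQQ gene called down-regulated is *mxaF*. Copper on methane up-regulated 6 of 47 TonB-dependent receptor, 2 of 49 flagella and chemotaxis, 1 of 17 sulfur use and 4 of 82 transposase genes and down-regulated 1 of 15 ATP synthase, 3 of 13 terminal oxidase, 2 of 28 oxidative stress defence, 3 of 26 chaperone and protease, 3 of 12 other copper handling, 1 of 9 polyhydroxybutyrate, 1 of 11 PQQ and lanthanide methanol dehydrogenase, 2 of 17 sulfur use, 1 of 69 toxin-antitoxin and 1 of 38 phage genes. Copper on methanol up-regulated 1 of 26 chaperone and protease and 3 of 81 transposase genes and down-regulated 1 of 26 chaperone and protease, 1 of 4 iron storage, 1 of 12 other copper handling, 1 of 11 PQQ and lanthanide methanol dehydrogenase, 1 of 17 sulfur use and 2 of 81 transposase genes. Methanol versus methane without copper up-regulated 8 of 47 TonB-dependent receptor, 1 of 22 FecR, 1 of 4 iron storage, 1 of 9 polyhydroxybutyrate, 1 of 17 sulfur use and 1 of 81 transposase genes and down-regulated 1 of 28 oxidative stress defence, 1 of 12 other copper handling, 6 of 22 nitrogen fixation, 1 of 9 polyhydroxybutyrate, 1 of 17 sulfur use and 1 of 69 toxin-antitoxin genes. Methanol versus methane with copper up-regulated 2 of 13 terminal oxidase and 1 of 28 oxidative stress defence genes and down-regulated 8 of 47 TonB-dependent receptor, 2 of 22 FecR, 1 of 49 flagella and chemotaxis, 1 of 17 sulfur use and 1 of 81 transposase genes. MOPS up-regulated 5 of 28 oxidative stress defence, 1 of 26 chaperone and protease, 4 of 47 TonB-dependent receptor, 2 of 22 FecR, 1 of 4 iron storage, 2 of 22 nitrogen fixation, 9 of 49 flagella and chemotaxis, 2 of 20 hydrogenase, 2 of 9 polyhydroxybutyrate, 2 of 11 PQQ and lanthanide methanol dehydrogenase, 13 of 69 toxin-antitoxin and 8 of 85 transposase genes and down-regulated 4 of 19 aminoacyl-tRNA ligase, 4 of 15 ATP synthase, 2 of 28 oxidative stress defence, 5 of 26 chaperone and protease, 2 of 47 TonB-dependent receptor, 12 of 22 nitrogen fixation, 1 of 14 nitrogen assimilation, 3 of 49 flagella and chemotaxis, 4 of 17 sulfur use, 1 of 9 cation antiporter, 1 of 38 phage and 6 of 85 transposase genes. The test of the difference between copper responses gave a more positive response on methanol for 3 of 13 terminal oxidase, 2 of 28 oxidative stress defence, 1 of 26 chaperone and protease, 1 of 12 other copper handling, 1 of 9 polyhydroxybutyrate, 1 of 17 sulfur use, 1 of 69 toxin-antitoxin and 1 of 38 phage genes, and a more negative one for 9 of 47 TonB-dependent receptor, 4 of 22 FecR, 1 of 4 iron storage, 1 of 49 flagella and chemotaxis, 1 of 17 sulfur use and 3 of 81 transposase genes. Lists with 0 genes called in limma follow with the genes higher and lower at an unadjusted p under 0.05. For copper on methane these were ribosomal protein (50 and 0), aminoacyl-tRNA ligase (17 and 0), complex I (8 and 1), iron storage (2 and 1), nitrogen assimilation (2 and 2), cation antiporter (7 and 2). For copper on methanol these were ribosomal protein (29 and 2), aminoacyl-tRNA ligase (15 and 0), ATP synthase (1 and 9), complex I (11 and 0), terminal oxidase (4 and 2), oxidative stress defence (9 and 8), nitrogen fixation (14 and 4), nitrogen assimilation (5 and 2), flagella and chemotaxis (8 and 15), hydrogenase (4 and 7), polyhydroxybutyrate (0 and 3), cation antiporter (4 and 0), toxin-antitoxin (26 and 19), phage (12 and 11). For methanol versus methane without copper these were ribosomal protein (55 and 0), aminoacyl-tRNA ligase (17 and 1), ATP synthase (7 and 6), complex I (15 and 0), terminal oxidase (1 and 5), chaperone and protease (10 and 10), nitrogen assimilation (6 and 1), flagella and chemotaxis (34 and 0), PQQ and lanthanide methanol dehydrogenase (0 and 8), cation antiporter (5 and 0), phage (4 and 7). For methanol versus methane with copper these were ribosomal protein (32 and 0), aminoacyl-tRNA ligase (16 and 1), ATP synthase (7 and 0), complex I (16 and 0), chaperone and protease (7 and 10), iron storage (0 and 1), other copper handling (4 and 1), nitrogen fixation (13 and 2), nitrogen assimilation (5 and 1), hydrogenase (13 and 1), polyhydroxybutyrate (5 and 2), PQQ and lanthanide methanol dehydrogenase (1 and 4), cation antiporter (4 and 2), toxin-antitoxin (15 and 22), phage (16 and 7). For MOPS these were other copper handling (2 and 3). For the difference between copper responses these were ribosomal protein (0 and 45), aminoacyl-tRNA ligase (0 and 2), ATP synthase (4 and 4), complex I (5 and 0), nitrogen assimilation (3 and 1), PQQ and lanthanide methanol dehydrogenase (6 and 0), cation antiporter (0 and 2). Without MeOH-1Cu A, B or C, 0 genes of each of the 23 lists were called with MOPS in limma. Without MOPS-1Cu A or B, 1 MOPS-1Cu library is left, and list counts from those fits are not given. Elsewhere, PQQ genes lower with copper on methane were 3 without CH4-0Cu C and 2 without CH4-1Cu B, and on methanol 0 without MeOH-0Cu A, MeOH-0Cu B, MeOH-1Cu B or MeOH-1Cu C. Sulfur use genes lower with copper on methane were 1 without CH4-0Cu B. Transposase genes higher with copper on methanol were 1 without MeOH-0Cu B, and those lower were 1 without MeOH-0Cu A. Toxin-antitoxin genes lower on methanol versus methane without copper were 2 without CH4-0Cu C or MeOH-0Cu A. With copper, terminal oxidase genes higher and FecR genes lower on methanol were 1 each without MeOH-1Cu C. In the difference between copper responses, other copper handling genes were 3 without CH4-1Cu A and 2 without CH4-0Cu C, CH4-1Cu B, MeOH-1Cu A or MeOH-1Cu C, toxin-antitoxin genes were 2 without MeOH-0Cu A or MeOH-1Cu A, and phage genes were 0 without CH4-0Cu A, CH4-0Cu C, CH4-1Cu B, CH4-1Cu C, MeOH-0Cu A, MeOH-1Cu B or MeOH-1Cu C. Rescaled to the same total, genes called higher outnumbered those called lower with copper on methane in ATP synthase, terminal oxidases, oxidative stress defence, chaperones, TonB-dependent receptors, FecR, other copper handling, nitrogen fixation, polyhydroxybutyrate, sulfur use, toxin-antitoxin and phage genes, with copper on methanol in sulfur use, and on methanol versus methane without copper in oxidative stress defence, and the order of higher and lower also turned round for transposases with MOPS and for chaperones and toxin-antitoxin genes in the difference between copper responses.

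Sheet 1 and Sheet 3 of the paper's workbook name the CH4-1Cu libraries A and C the other way round, which leaves the group comparisons as they are, while the replicate block, the correlations of libraries with the same letter and each value without CH4-1Cu A or C follow the deposited labels and depend on them.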
